# Identification of a *c*-type heme oxygenase and its function during acclimation of cyanobacteria to nitrogen fluctuations

**DOI:** 10.1038/s42003-023-05315-x

**Published:** 2023-09-15

**Authors:** Zhaoxing Ran, Zhenyu Du, Gengkai Miao, Mei Zheng, Ligang Luo, Xiaoqin Pang, Lanzhen Wei, Dezhi Li, Weimin Ma

**Keywords:** Water microbiology, Enzymes, Photosynthesis

## Abstract

The mechanisms of acclimating to a nitrogen-fluctuating environment are necessary for the survival of aquatic cyanobacteria in their natural habitats, but our understanding is still far from complete. Here, the synthesis of phycobiliprotein is confirmed to be much earlier than that of photosystem components during recovery from nitrogen chlorosis and an unknown protein Ssr1698 is discovered to be involved in this synthetic process. The unknown protein is further identified as a *c*-type heme oxygenase (*c*HO) in tetrapyrrole biosynthetic pathway and catalyzes the opening of heme ring to form biliverdin IXα, which is required for phycobilin production and ensuing phycobiliprotein synthesis. In addition, the *c*HO-dependent phycobiliprotein is found to be vital for the growth of cyanobacterial cells during chlorosis and regreening through its nitrogen-storage and light-harvesting functions, respectively. Collectively, the *c*HO expressed preferentially during recovery from nitrogen chlorosis is identified in photosynthetic organisms and the dual function of this enzyme-dependent phycobiliprotein is proposed to be an important mechanism for acclimation of aquatic cyanobacteria to a nitrogen-fluctuating environment.

## Abstract (web summary)

Cyanobacterial Ssr1698 is a c-type heme oxygenase (cHO) and is involved in phycobiliprotein (PBP) biosynthesis. This cHO-dependent PBP is vital for adapting to nitrogen fluctuations through its nitrogen-storage and light-harvesting functions.

## Introduction

Cyanobacteria (also referred to as blue-green algae) are a diverse group of predominantly aquatic photosynthetic organisms and account for up to 50% of the N_2_ fixed as dissolved nitrogen^1,2^ and more than 35% of global CO_2_ fixation that takes place on Earth^3–6^. It has been widely accepted that the aquatic environment that they inhabit is overwhelmed with the nutrient stress of nitrogen fluctuations^7–9^. Very fortunately, numerous mechanisms of acclimating to the nitrogen-fluctuating environment have been developed in aquatic cyanobacterial cells and they can jointly alleviate such stress and guarantee an efficient nitrogen storage and photosynthetic CO_2_ fixation^10–12^.

Chlorosis of non-nitrogen-fixing cyanobacteria is induced by nitrogen starvation and their regreening is triggered after the nutrient becomes available^13^. In this process, glycogen is accumulated efficiently in nitrogen-starved cells and its breakdown is of great importance for rapid regreening of chlorotic cells as their respiratory substrate with the aid of glycogen phosphorylase^12–14^. In contrast, the peripheral light-harvesting antenna phycobilisome of cyanobacteria and their photosystems are synthesized in nitrogen-replete cells and their degradation triggered by nitrogen starvation is vital to provide additional amino-acids and decrease excitation pressure^15–17^. In addition, cyanophycin, a co-polymer of aspartate and arginine, is also synthesized under nitrogen-replete conditions as a nitrogen reservoir and is utilized under nitrogen limitation as nitrogen source with the cooperation of cyanophycinase, isoaspartyl dipeptidase, and arginine dihydrolase (ArgZ)^18^. Recently, an active ornithine–ammonia cycle (OAC) is identified in cyanobacteria and the OAC allows for efficient storage of cyanophycin in nitrogen-replete cells and its rapid utilization in nitrogen-starved cells^11^. Collectively, much progress has been made in understanding the mechanisms underlying the acclimation of aquatic cyanobacteria to nitrogen fluctuations, but our understanding is still far from complete.

The recently reported proteomic data indicated that synthesis of phycobiliprotein (PBP) is much earlier than that of photosystem components after the nitrate is added to chlorotic cells^19^ and heme oxygenase (HO) is required for the early synthesis of PBP through catalyzing the opening of the heme ring with the release of iron to form biliverdin^20^. In cyanobacteria, two canonical types of *b*-type heme oxygenase, *b*HO-1 and *b*HO-2, have been identified^21,22^, but the *c*-type heme oxygenase (*c*HO) remains a mystery, although it has been identified in bacteria^23,24^. This reminds us that there may be an unknown mechanism underlying the acclimation of aquatic cyanobacteria to nitrogen fluctuations.

Inspired by this possibility, we first confirmed that the synthesis of PBP during recovery from nitrogen chlorosis was much earlier than that of photosystem components and discovered that an unknown protein Ssr1698 was involved in this synthetic process. Then, the unknown protein was identified as a *c*-type heme oxygenase (*c*HO) in the tetrapyrrole biosynthetic pathway and catalyzed the opening of heme ring to form biliverdin IXα, which was required for phycobilin production and ensuing PBP synthesis. Finally, the *c*HO-dependent PBP was found to be vital for the growth of cells during chlorosis and regreening through its nitrogen-storage and light-harvesting functions, respectively, and its dual function was proposed to be an important mechanism for acclimation of aquatic cyanobacteria to a nitrogen-fluctuating environment.

## Results

### The early synthesis of phycobiliprotein during recovery from nitrogen chlorosis

Consistent with the recently reported proteomic data^19^, our protein blot results confirmed that the synthesis of phycobiliprotein (PBP) was much earlier than that of components of PSI and PSII after the nitrate was added to chlorotic cells (Fig. 1a, b, f and Supplementary Figs. 1 and 2). This finding was consolidated by the data of assembly and function of PBP, PSI, and PSII components after the nitrate was added to chlorotic cells (Fig. 1c–f and Supplementary Fig. 2). Collectively, apart from the light-harvesting function, it is logical to hypothesize that the early synthesis of PBP during recovery from the nitrogen chlorosis may also serve as a nitrogen reservoir and function in ensuing nitrogen-starved cells.

**Fig. 1:**
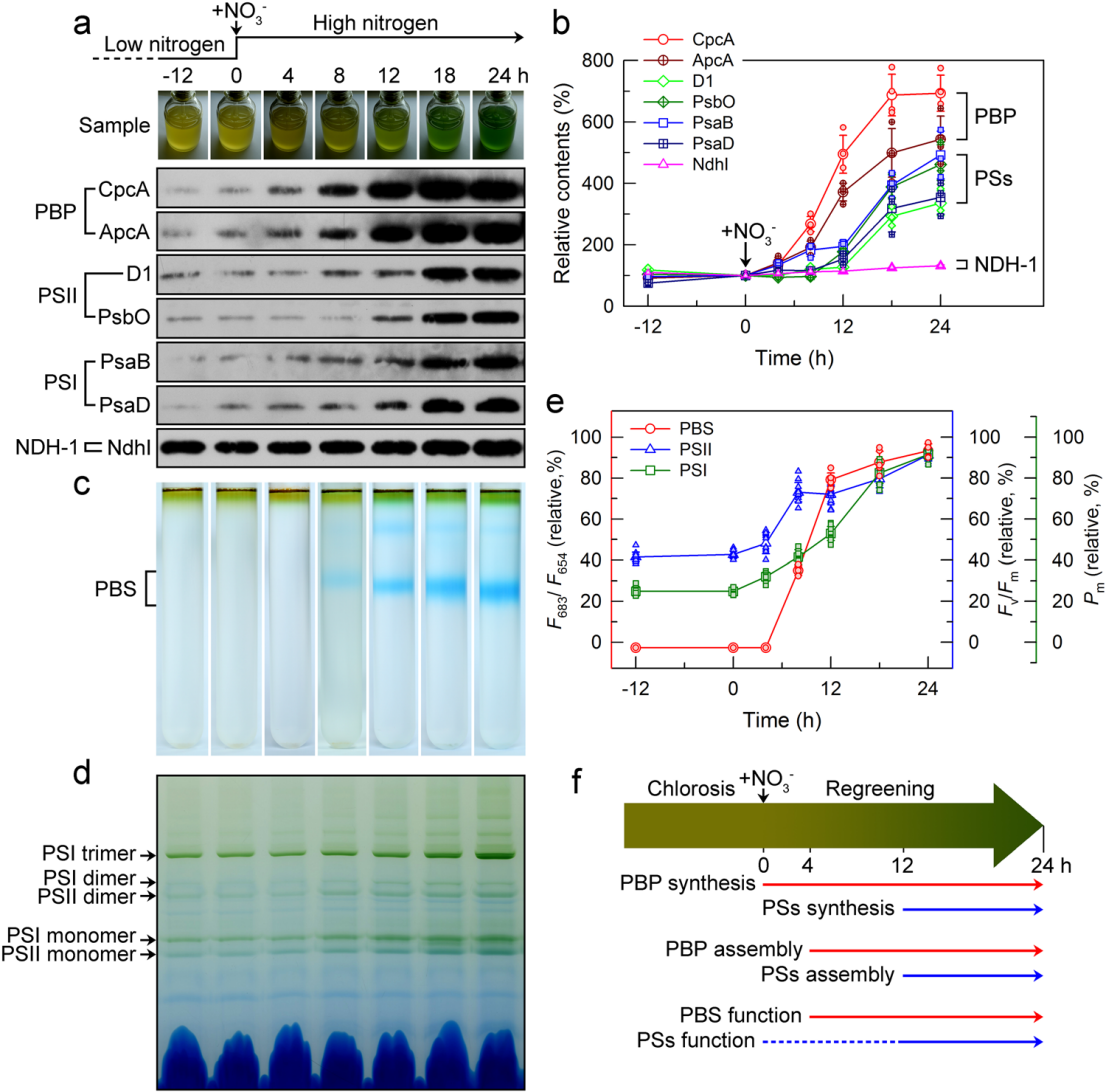
Synthesis, assembly, and function of phycobiliprotein and both photosystems during recovery from nitrogen chlorosis. **a** Time-course synthesis profile of phycobiliprotein (PBP) and both photosystems (PSs) after the nitrate is added to chlorotic cells. Total protein corresponding to 3 × 10^7^ cells was loaded onto each lane and NdhI was used as a sample loading control. **b** Quantification of PBP (CpcA and ApcA, *n* = 4), PSs (D1, PsbO, PsaB, and PsaD, *n* = 3) and NDH-1 (NdhI, *n* = 3) synthesis levels using ImageJ. **c**, **d** Time-course assembly profiles of phycobilisome (PBS) isolated by sucrose density gradient centrifugation (**c**) and PSs isolated by BN-PAGE (**d**) after the nitrated is added to chlorotic cells. **e** Time-course function profiles of PBS and PSs after the nitrate is added to chlorotic cells. Red lines (circle): PBS (*n* = 6); blue lines (triangle up): PSII (*n* = 12); green lines (square): PSI (*n* = 12). **f** A model schematically represents the temporal sequence of synthesis, assembly and function of PBP and PSs during recovery from nitrogen chlorosis.

### Involvement of an unknown protein Ssr1698 in the early synthesis of phycobiliprotein during recovery from nitrogen chlorosis

To test this hypothesis, a comparative transcriptomic analysis was conducted after the nitrate was added to chlorotic cells for 4 h (i.e., at an early stage) or not. 

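RNA sequencing compared 3 libraries of wild-type *Synechocystis* cells kept in low nitrogen with 3 libraries of cells sampled 4 h after nitrate was added to a final concentration of 17.6 mM. Ribosomal RNA was removed from total RNA before stranded libraries were made, and the aligner, the counting tool and the genome build are not given in the sources used here. The authors deposited a table of 3426 features, of which 3069 are genes with a locus tag, 177 are annotated without such a tag and 180 are predicted transcripts. For every feature it holds a value per library, rounded to a whole number, and the result of the authors' own DESeq comparison. The unit of the values is not named. Across 2548 genes, the authors' mean of normalized counts divided by the mean of these values grew with gene length (Pearson r = 0.988 between the logarithms, across genes, which are not independent replicates), as it would for values per kilobase, so the values were not treated as counts. The columns sum to 1389526, 1339112 and 1467872 in low nitrogen replicates 1, 2 and 3, and to 1502530, 1505316 and 1482100 in 4 h replicates 1, 2 and 3, which are totals of normalized values and not depths. Whole reads per feature could be worked out from the authors' group means, because each mean is a sum of whole reads divided by a size factor per library. They total 6003111, 5187601 and 5694278 in low nitrogen replicates 1, 2 and 3 (median 5694278) and 6133976, 5583117 and 5352449 in 4 h replicates 1, 2 and 3 (median 5583117). Only a single split into whole reads was possible for 3338 features in low nitrogen and 3365 at 4 h, and the split nearest the deposited values was taken for 87 and 58 more. The values as deposited were compared by limma (trend and robust) on log2(value + 1) over the 3418 features with a mean value of at least 1, of which 3064 are genes with a locus tag. In these values the median feature fell by 0.68 on the log2 scale at 4 h. After each library was scaled by the median of its ratios to a reference, the median feature had a log2 fold change of -0.06, and with the whole reads in limma-voom it was -0.04. Of the genes past an adjusted p of 0.05 (limma, Benjamini-Hochberg), 21.6% were higher at 4 h in the values as deposited and 56.7% after this scaling, and changes are therefore also given relative to the median feature.

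**Figure D1:**
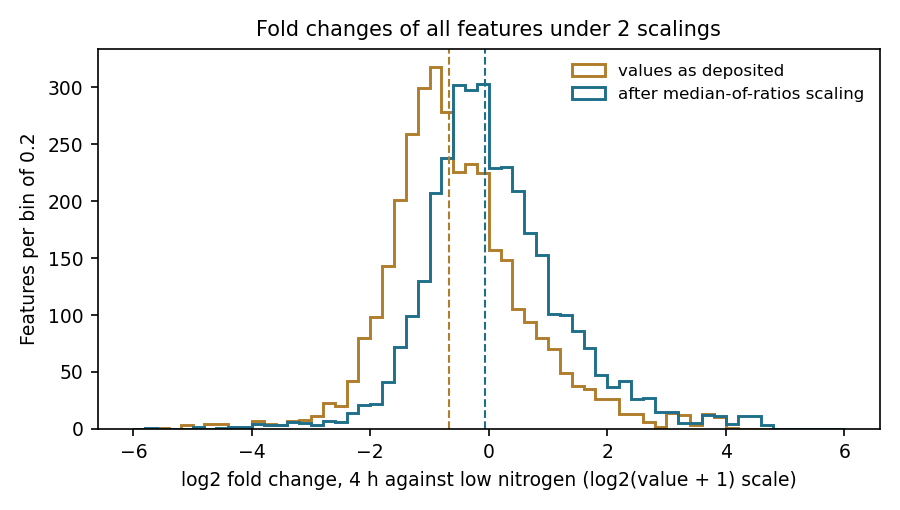
Histogram of log2 fold changes (4 h against low nitrogen, on the log2(value + 1) scale, horizontal axis) with the number of features per bin of 0.2 on the vertical axis, for values as deposited and after median-of-ratios scaling. Dashed lines mark the medians, -0.68 as deposited and -0.06 after scaling, and the distribution as deposited sits to the left of the scaled distribution.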

Our transcriptomic data showed that the 168 genes were upregulated after the nitrate was added to chlorotic cells and they include many apo-PBP-related genes that encode rod subunits, core subunits, rod linker, rod-core linker, and core-membrane linker, but rarely include those known genes that encode catalytic enzymes in tetrapyrrole biosynthetic pathway for phycobilin production (Supplementary Figs. 3 and 4), which is required for PBP synthesis. It appears plausible that certain unknown catalytic enzymes are involved in the tetrapyrrole biosynthetic pathway for the synthesis of PBP during recovery from nitrogen chlorosis.

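At the thresholds of the methods (unadjusted P value below 0.05 and a fold change above 4), 81 genes with a locus tag were upregulated and 174 were downregulated at 4 h in the values as deposited. Median-of-ratios scaling gave 166 upregulated and 56 downregulated genes, and the whole reads with the replicate number as a block, chosen after the data were seen, moved the first count most, to 177 upregulated beside 57 downregulated genes. All 81 genes were among the 166. The downregulated genes numbered 286 without 4 h replicate 1. Of the 12 apo-PBP genes of Supplementary Fig. 3c, 10 were upregulated, and the other two, *cpcG1* (*slr2051*) and *apcF* (*slr1459*), passed a fold change of 4 after scaling and with the whole reads, *apcF* also without low nitrogen replicate 2 (log2 fold change 2.01). Their median log2 fold change was 3.25, which is 3.93 above the median feature. All 12 were past an adjusted p of 0.05 (limma, Benjamini-Hochberg) over all features tested, and 12 of 12 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The rod subunit gene *cpcA* (*sll1578*) rose from 3795 ± 1320 (SD, n = 3) in low nitrogen to 57502 ± 14518 (SD, n = 3) at 4 h, a log2 fold change of 3.96 (standard error 0.346, adjusted p = 0.000100 from limma with Benjamini-Hochberg adjustment). The core subunit gene *apcA* (*slr2067*) rose from 2414 ± 136 (SD, n = 3) to 22757 ± 1641 (SD, n = 3), a log2 fold change of 3.24 (standard error 0.224, adjusted p = 5.91e-05 from limma with Benjamini-Hochberg adjustment). Each of the 12 genes was higher in all 3 libraries at 4 h than in any library in low nitrogen, and 3 libraries against 3 allow no exact two-sided permutation p below 0.1. With each library left out in turn, 10 or 11 of the 12 were past the thresholds.

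**Figure D2:**
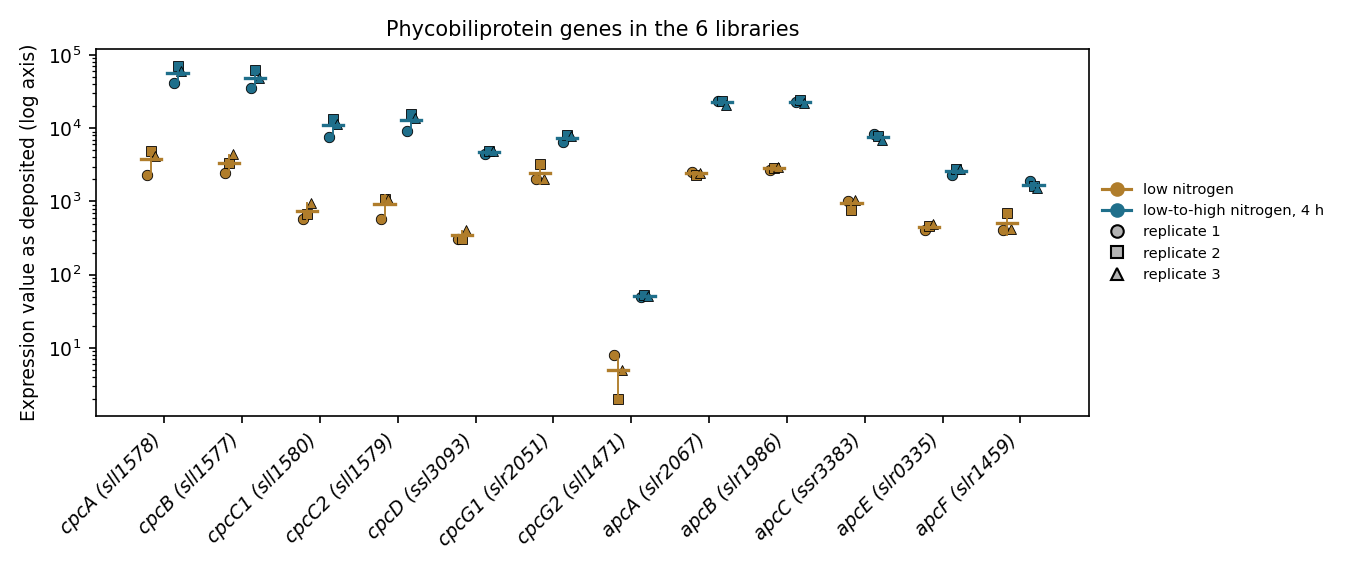
Values as deposited (log axis, unit not named) of the 12 apo-PBP genes in 3 low nitrogen libraries and 3 libraries at 4 h, with a marker shape per replicate. Horizontal lines are means and vertical lines are SD, and for every gene the 4 h libraries lie above the low nitrogen libraries, with *cpcG2* (*sll1471*) at the lowest level, from 2 to 8 in low nitrogen and from 50 to 53 at 4 h.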

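The enzymes of the tetrapyrrole biosynthetic pathway in Supplementary Fig. 4 correspond to 29 genes by the products named in the authors' table. Of these, 5 were upregulated at the thresholds of the methods, and the count was 9 after median-of-ratios scaling and 8 with the whole reads. The largest rise was that of *hemF* (*sll1185*, oxygen-dependent coproporphyrinogen oxidase), from 46.3 ± 9.71 (SD, n = 3) in low nitrogen to 488 ± 23.0 (SD, n = 3) at 4 h, a log2 fold change of 3.39 (standard error 0.279, adjusted p = 7.08e-05 from limma with Benjamini-Hochberg adjustment). The others were *slr1808* (glutamyl-tRNA reductase), *slr0506* (protochlorophyllide oxidoreductase), *slr0749* (a subunit of the ATP-dependent protochlorophyllide reductase) and *sll1184* (heme oxygenase 1), with log2 fold changes of 2.13, 2.39, 2.15 and 2.72. The call of *slr0749* had an adjusted p of 0.0450 (limma, Benjamini-Hochberg) with overlapping groups. Its adjusted p was 0.127, 0.0688 and 0.0978 without low nitrogen replicates 1, 2 and 3, 0.147 and 0.140 without 4 h replicates 2 and 3 (limma, Benjamini-Hochberg), and 0.0528 after scaling, while the call was kept without 4 h replicate 1 (0.00192), with the replicate block (0.00732) and with the whole reads (0.0387). With a fold limit of 2 in place of 4, 10 of the 29 genes were upregulated. From many apo-PBP-related genes and few genes of this pathway among the upregulated genes, the paper considers it plausible that unknown catalytic enzymes take part in the pathway.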

To test this possibility and explore the possible novel mechanisms underlying the acclimation of cyanobacteria to the nitrogen-fluctuating environment, the top five upregulated unknown genes in our transcriptomic data were selected as candidates for PBP synthesis to construct their mutants and measure their levels of accumulated PBP after the nitrogen becomes available (Supplementary Fig. 5). 

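The 5 candidates are *ssr1698*, *sll0253*, *ssl0483*, *sll1654* and *ssr1528*, and 4 of them were upregulated at the thresholds of the methods. The exception, *ssr1528* (a DUF4090 family protein in the table), had a log2 fold change of 1.94 (standard error 0.318, adjusted p = 0.00326 from limma with Benjamini-Hochberg adjustment) and passed a fold change of 4 after scaling, at 2.57, and without 4 h replicate 2 or 3, at 2.03 and 2.10. *ssl0483* rose from 413 ± 94.6 (SD, n = 3) to 2220 ± 201 (SD, n = 3), a log2 fold change of 2.44 (standard error 0.266, adjusted p = 0.000350 from limma with Benjamini-Hochberg adjustment). *sll1654*, listed as a universal stress protein, had a log2 fold change of 2.05 (standard error 0.478, adjusted p = 0.0119 from limma with Benjamini-Hochberg adjustment), with values of 280, 906 and 873 in 4 h replicates 1, 2 and 3. *sll0253* had values of 43, 89 and 63 in low nitrogen replicates 1, 2 and 3 and of 56, 608 and 612 in 4 h replicates 1, 2 and 3, so the groups overlap. Its log2 fold change of 2.13 (standard error 0.836) had an adjusted p of 0.0743 (limma, Benjamini-Hochberg), and without 4 h replicate 1 it was 3.27 with an adjusted p of 0.000527. With the replicate number as a block, the adjusted p of *sll0253* was 0.0161 (limma, Benjamini-Hochberg), and over all alternatives it ranged from 0.000527 to 0.255. When adjusted over the list alone, 5 of 5 candidates passed an adjusted p of 0.05 (limma, Benjamini-Hochberg), against 4 over all features tested, and the first count is not independent evidence because the study chose the list on these samples. Without low nitrogen replicate 1, or without low nitrogen replicate 2, only 2 candidates were past the thresholds.

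**Figure D3:**
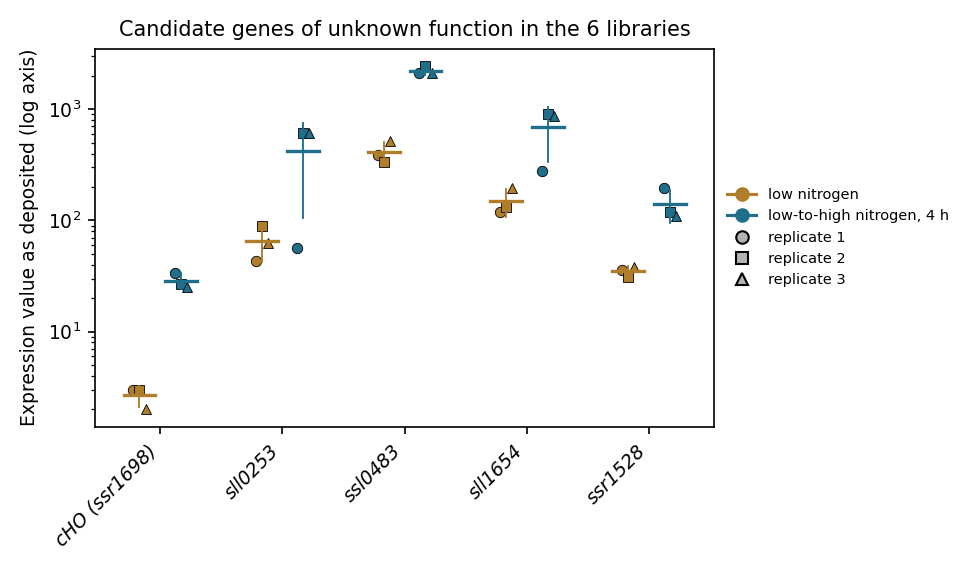
Values as deposited (log axis, unit not named) of the 5 candidate genes in 3 low nitrogen libraries and 3 libraries at 4 h, with a marker shape per replicate, means as horizontal lines and SD as vertical lines. In *sll0253*, 4 h replicate 1 lies at 56, among the low nitrogen libraries.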

As deduced from the accumulated PBP levels, we fortunately found that deletion of *ssr1698* gene suppressed the synthesis of PBP and ensuing its assembly and function after the nitrate was added to chlorotic cells for 12 h (Fig. 2a–f and Supplementary Fig. 5). Taken together, we propose that the unknown protein Ssr1698 is involved in the early synthesis of PBP during recovery from nitrogen chlorosis.

**Fig. 2:**
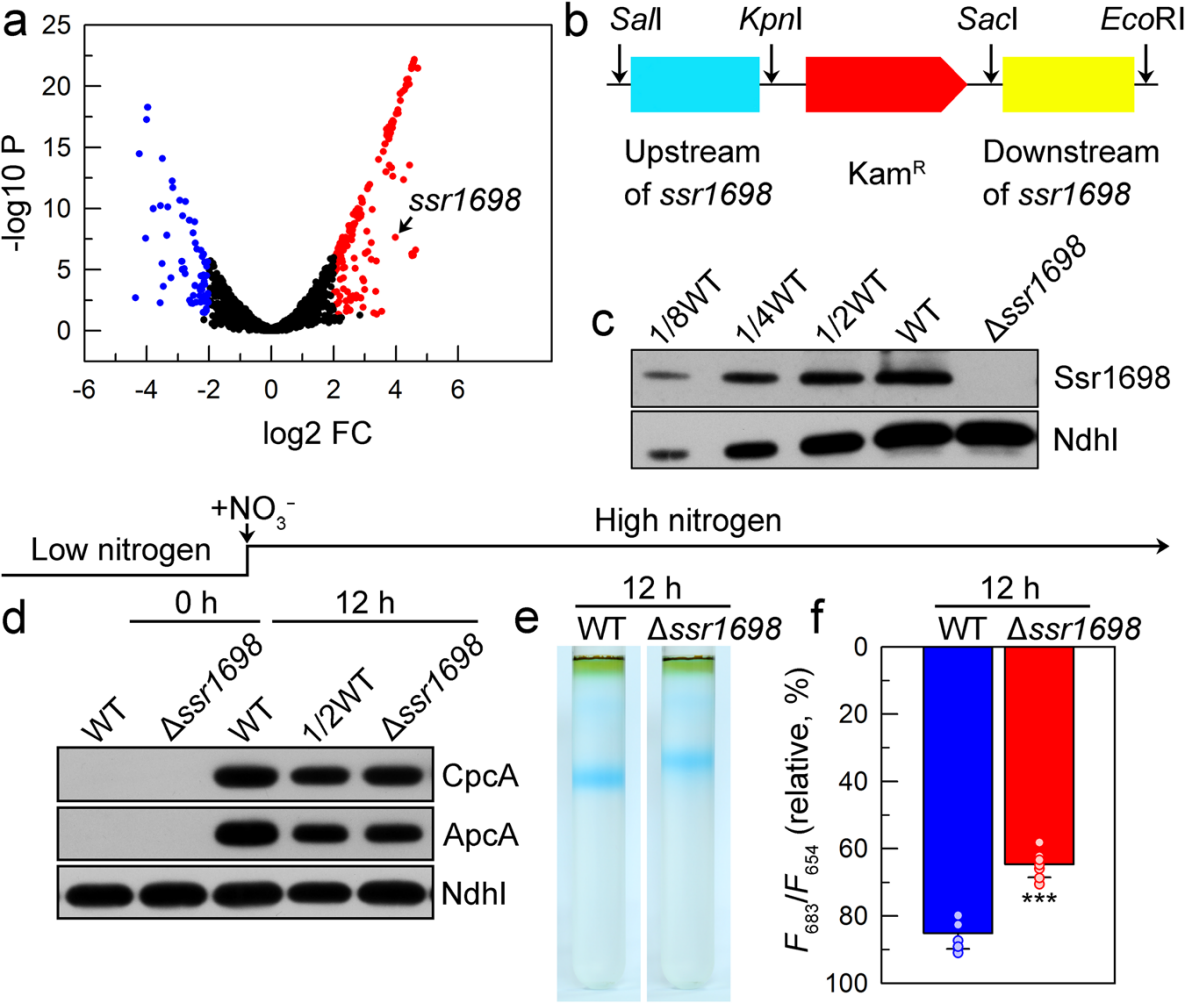
Ssr1698 is of great importance for synthesis, assembly, and function of phycobiliprotein during recovery from nitrogen chlorosis. **a** A comparative transcriptomic analysis was conducted after the nitrate was added to chlorotic cells for 4 h or not, and a top one upregulated unknown gene *ssr1698* (see arrow) in our transcriptomic data was selected as a candidate for synthesis, assembly, and function of phycobiliprotein after the nitrogen becomes available. **b** Construction of the plasmid used to generate the *ssr1698*-deletion mutant (Δ*ssr1698*). **c** Western analysis of Ssr1698 from the total protein of the WT (including indicated serial dilutions) and Δ*ssr1698* strains. Total protein corresponding to 1 µg chlorophyll *a* was loaded onto each lane, and NdhI was detected as a loading control. **d**–**f** Deletion of *ssr1698* impairs the synthesis (**d**), assembly (**e**) and function (**f**) of PBP after the nitrate is added to chlorotic cells for 12 h. Error bars denote the standard deviations of eight independent measurements (*n* = 8); ***Represents *P* < 0.0001 (*P* = 1.5 × 10^−7^).

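*ssr1698*, listed as a HugZ family protein in the authors' table, had values of 3, 3 and 2 in low nitrogen replicates 1, 2 and 3 and of 34, 27 and 25 in 4 h replicates 1, 2 and 3. The means were 2.67 ± 0.577 (SD, n = 3) and 28.7 ± 4.73 (SD, n = 3), a log2 fold change of 3.02 (standard error 0.402, adjusted p = 0.00119 from limma with Benjamini-Hochberg adjustment), which is 3.69 above the median feature. At values this low, rounding to whole numbers and the pseudocount of 1 both matter, and a pseudocount of 0.1 gave a log2 fold change of 3.39. Median-of-ratios scaling gave 3.57 and the whole reads gave 3.86. With each library left out in turn, the log2 fold change stayed between 2.88 and 3.11.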

### Identification of Ssr1698 as a *c*-type heme oxygenase

Ssr1698 is a 96-amino acid protein with a DUF2470 domain and is conserved only in cyanobacteria (Supplementary Fig. 6), but its DUF2470 domain is identified also in bacterial HugZ and ChuZ (Fig. 3a and Supplementary Fig. 7) and is predicted to provide the interacting interface with heme^25,26^. To test this prediction, we carried out the heme titration of the purified tag-less Ssr1698 protein (Supplementary Fig. 8) in the presence of BSA, which is used to exclude the possibility of nonspecific binding of heme^27,28^. The results demonstrated the specific binding of *c*-type heme, but not *b*-type heme, to Ssr1698 (Fig. 3b and Supplementary Fig. 9). Furthermore, we found that with an increase in the concentration of *c*-type heme, the Soret peak exhibits a progressive growth, reaching its maximum at a 1:2 binding stoichiometry of *c*-type heme to Ssr1698 (Fig. 3c). The binding stoichiometry of *c*-type heme to Ssr1698 suggested that two Ssr1698 proteins as a dimer share a heme molecule (Fig. 3c), as shown in the predicted structure (Fig. 3e). This dimeric state of Ssr1698 was supported by the data of size-exclusion chromatogram (Supplementary Fig. 8) and CN-PAGE (Fig. 3d). Considering the heme-binding property of Ssr1698 protein and its association to PBP synthesis, we hypothesize that this protein, as a potential heme oxygenase, is involved in tetrapyrrole biosynthetic pathway for biliverdin production and subsequent PBP synthesis.

**Fig. 3:**
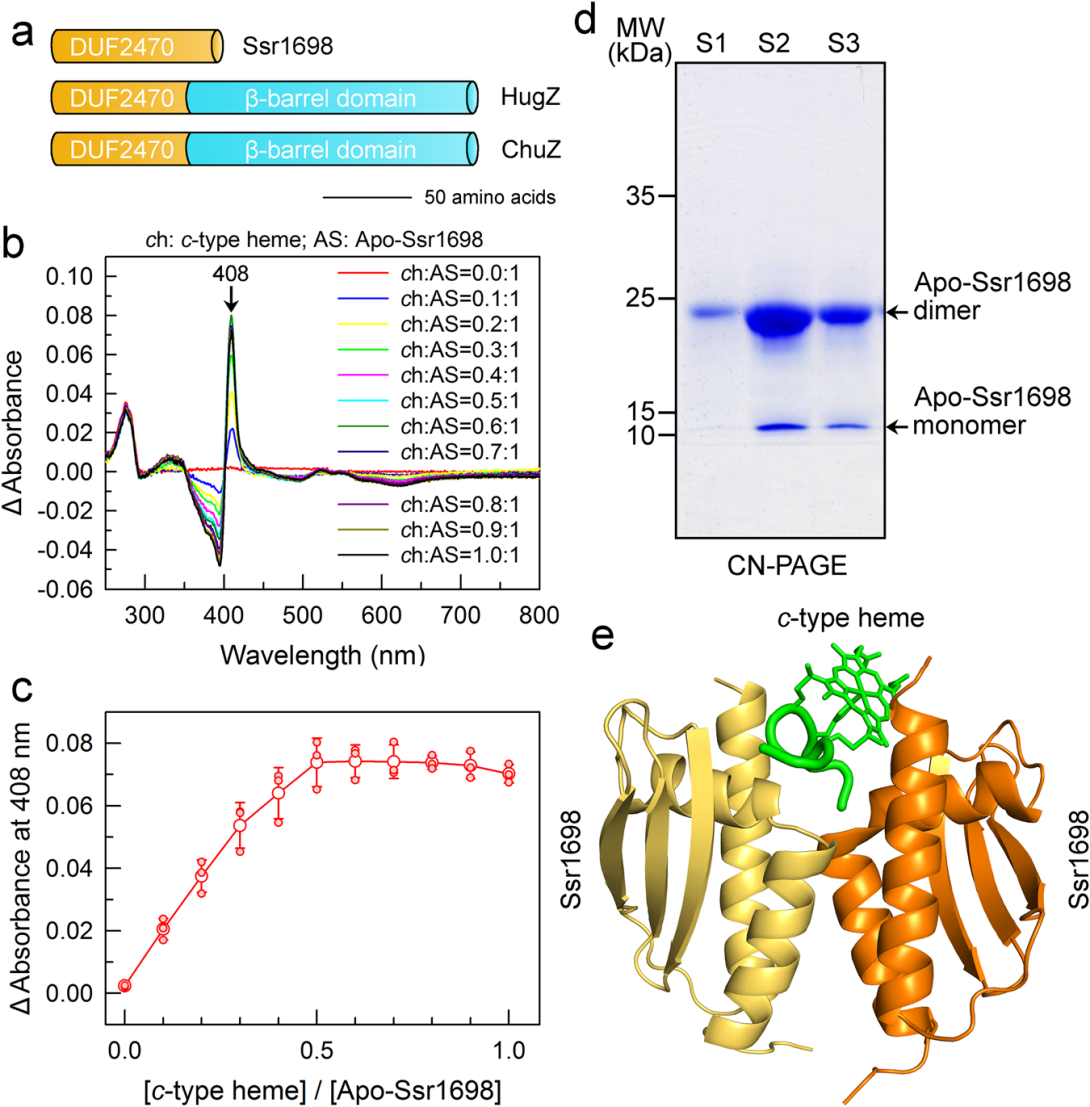
The binding of apo-Ssr1698 with *c*-type heme. **a** Ssr1698 shares the DUF2470 domain with bacterial HugZ and ChuZ, which are predicted to provide the interacting interface with heme. **b** The MP-11 (*c*-type heme) titration of apo-Ssr1698 (10 µM) as monitored by the difference absorption spectra in PBS buffer (pH 7.4) and 20 µM BSA. The positive characteristic absorption peaks indicate the binding of apo-Ssr1698 with *c*-type heme. **c** The titration curve observed at 408 nm for apo-Ssr1698 with *c*-type heme. Error bars indicate the standard deviations of three independent replicates (*n* = 3). **d** The oligomerization state of purified tag-less apo-Ssr1698 is determined by CN-PAGE. Enzyme digestion and purification of S1, S2, and S3 are shown in Supplementary Fig. 8. **e** A structural model represents the binding of apo-Ssr1698 with *c*-type heme. Apo-Ssr1698 structure was predicted by AlphaFold, and docking of its dimer with *c*-type heme was predicted by AutoDockVina.

It has been widely accepted that heme oxygenase catalyzes the opening of the heme ring with the release of iron to form biliverdin, which is required for phycobilin production and subsequent PBP synthesis^20^. Two canonical types of *b*-type heme oxygenase, *b*HO-1 and *b*HO-2, have been identified in a unicellular cyanobacterium *Synechocystis* sp. strain PCC 6803 (hereafter referred to as *Synechocystis* 6803) and preferentially cleave-free *b*-type heme^21,22^. Another common form of heme found in nature is *c*-type heme, which is covalently linked to proteinaceous cysteine residues^23^. In photosynthetic organisms, however, the *c*-type heme oxygenase (*c*HO) remains a mystery.

To test whether the unknown protein Ssr1698 works as a new *b*HO-3 or mysterious *c*HO, we determined the enzymatic reaction in the presence of *b*-type heme and *c*-type heme, respectively. The experimental data clearly showed that Ssr1698 lacked any observable reactivity with *b*-type heme (Supplementary Fig. 10), but had the ability to degrade the *c*-type heme (Fig. 4a). Moreover, with the aid of high-performance liquid chromatography (HPLC), mass spectrometry and ferrozine assay analyses, the biliverdin IXα molecule, 11-amino acid peptide and free iron were identified in the reaction product catalyzed by the Ssr1698 protein with *c*-type heme as a substrate (Fig. 4b–f and Supplementary Figs. 11 and 12). Collectively, we propose that the Ssr1698 protein works as a mysterious *c*HO and is required for biliverdin production and subsequent PBP synthesis. To the best of our knowledge, this is the first study to identify the *c*HO in photosynthetic organisms.

**Fig. 4:**
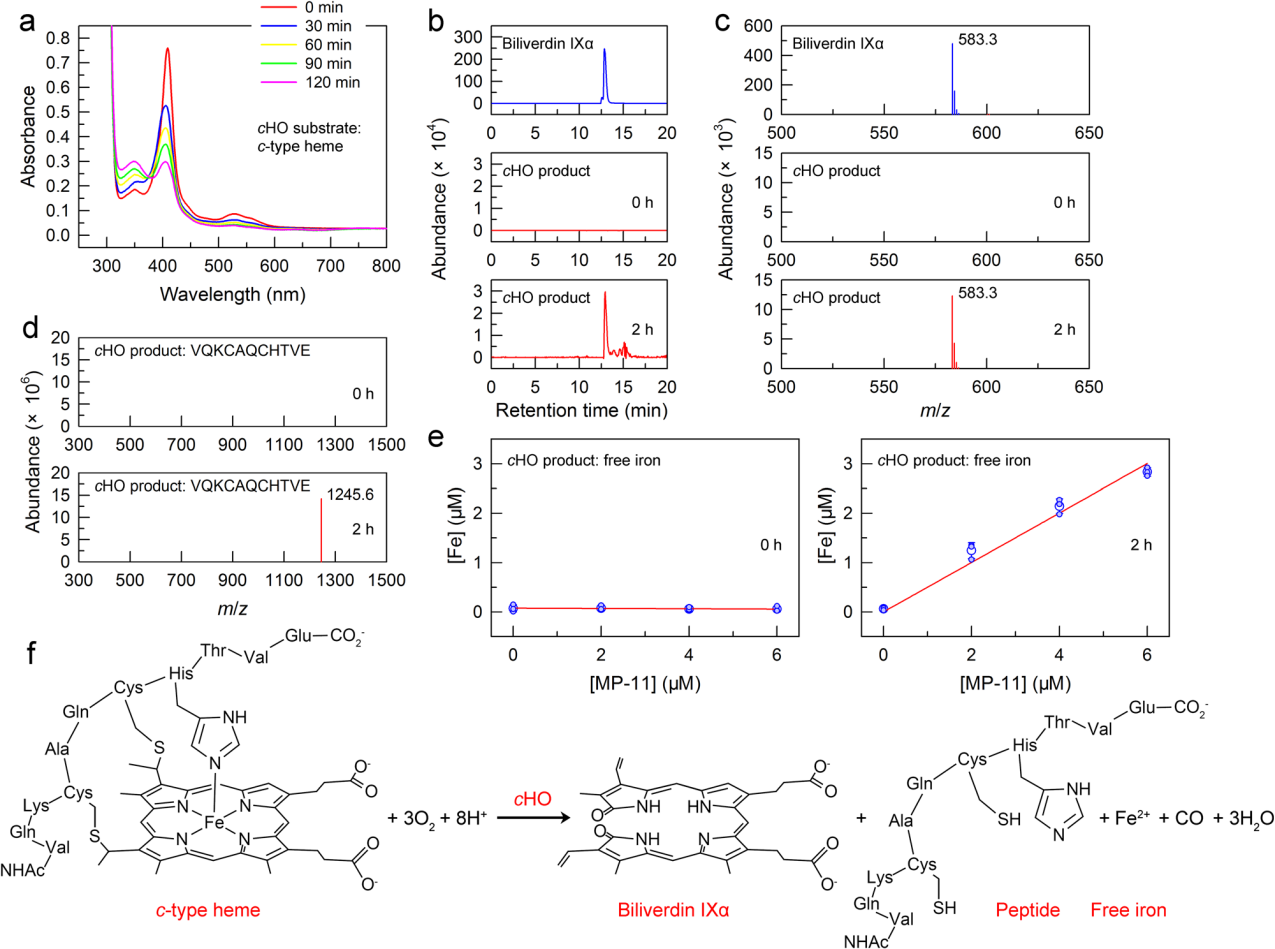
Ssr1698 catalyzes the reaction of *c*-type heme to biliverdin IXα. **a** The degradation assay of MP-11 (*c*-type heme) with Ssr1698. The decline in the characteristic Soret peak of heme at 408 nm and its shoulder peaks between 500 nm and 600 nm indicates that Ssr1698 degraded the *c*-type heme, a substrate for Ssr1698. **b**–**e** HPLC (**b**), MS spectra (**c**, **d**) and ferrozine assay (**e**) data indicate the presence of a biliverdin IXα molecule, 11-amino acid peptide and free iron in the reaction product catalyzed by Ssr1698 (*c*HO) for 2 h and not for 0 h. Error bars indicate the standard deviations of three independent replicates (*n* = 3). **f** An equation for the reaction of *c*-type heme to biliverdin IXα catalyzed by *c*HO.

In cyanobacteria, the photosynthetic *c*HO enzyme can catalyze the cleavage of thioether bond, since we identify an 11-amino acid peptide in the reaction product catalyzed by the enzyme with *c*-type heme as a substrate (Fig. 4d and Supplementary Fig. 12). The enzyme can also catalyze the opening of the heme ring at the α-meso position to form biliverdin IXα (Fig. 4c). The opening is supported by the results of studies showing that the mass spectrometry fragmentation pattern of the 583.3 *m*/*z* peak of the reaction product catalyzed by the *c*HO enzyme with *c*-type heme as a substrate is consistent with that of biliverdin IXα, a standard reference sample (Supplementary Fig. 13). The opening is also supported by the results that the degradation of *c*-type heme is significantly suppressed after the addition of biliverdin IXα to the reaction system catalyzed by the *c*HO enzyme (Supplementary Fig. 14)^29^. Undoubtedly, this catalytic mechanism of cyanobacterial *c*HO is different from that of bacterial *c*HO. This difference may be caused by their different domains that cyanobacterial *c*HO contains DUF2470 domain (Fig. 3a) and bacterial *c*HO contains β-barrel domain^23^.

### Dual function of the *c*HO-dependent phycobiliprotein during acclimation of cyanobacteria to nitrogen fluctuations

To unravel the function of *c*HO-dependent PBP produced during recovery from nitrogen chlorosis, the growth of *Synechocystis* 6803 cells was measured after the nitrate was added to chlorotic cells or the nitrate was removed from the regreening cells. Consistent with the previously reported results of truncated peripheral light-harvesting antenna^30^, decreased synthesis of PBP caused by the inactivation of Ssr1698 (Fig. 2d–f) evidently retarded the growth of *Synechocystis* 6803 cells under conditions of low light (Supplementary Fig. 15a) and even growth light (Fig. 5a), but rarely under high light (Supplementary Fig. 15b) after the nitrate was added to chlorotic cells. This confirms our expectation that the *c*HO-dependent PBP is involved in light-harvesting function during recovery from nitrogen chlorosis.

**Fig. 5:**
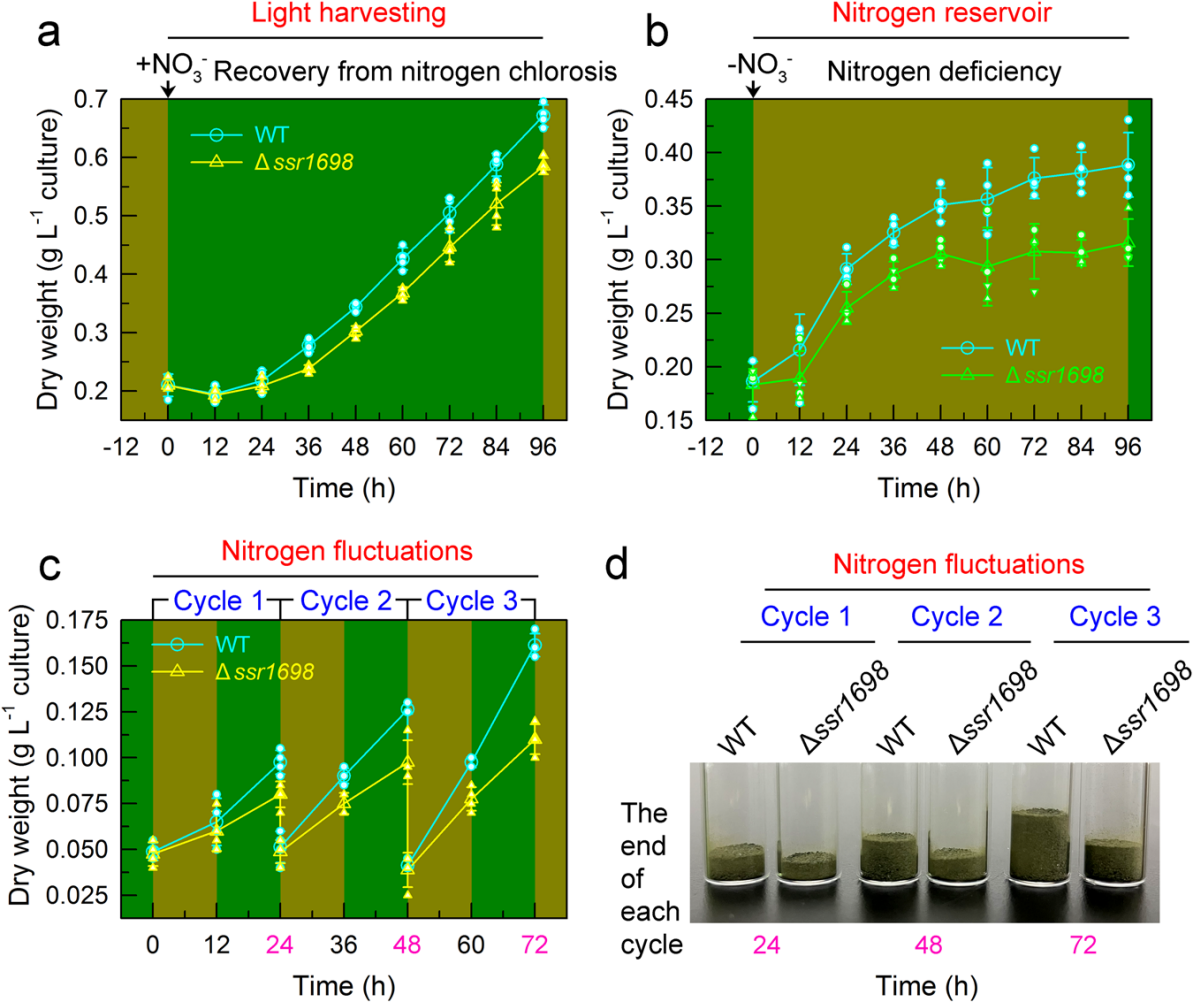
Dual function of *c*HO-dependent phycobiliprotein during acclimation of growth light-illuminated cyanobacteria to a nitrogen-fluctuating environment. **a**, **b** The *c*HO-dependent phycobiliprotein is important for the cell growth via assembling into phycobilisome (light-harvesting function) after the nitrate is added to nitrogen-starved cells (**a**) and decomposing into nitrogen source (nitrogen-storage function) after the nitrate is removed from the culture medium (**b**). Error bars denote the standard deviations of four independent measurements (*n* = 4). **c**, **d** The *c*HO-dependent phycobiliprotein is of great importance for the growth of cells in repeated cycles of nitrogen deprivation followed by replenishment treatments. Error bars denote the standard deviations of four independent measurements (*n* = 4).

Compared to the components of PSI and PSII, the synthesis of PBP has been demonstrated to be much earlier during recovery from nitrogen chlorosis (Fig. 1a, b)^19^. Inspired by the fact that cyanophycin is synthesized under nitrogen repletion as nitrogen reservoir and is utilized under nitrogen limitation as a nitrogen source^11,18^, it is logical to hypothesize that the early synthesized PBP may be utilized under nitrogen deficiency as a nitrogen source. To test this hypothesis, the growth of *Synechocystis* 6803 cells was measured after the nitrate was removed from the regreening cells. The results indicated that decreased synthesis of PBP caused by the inactivation of Ssr1698 in regreening cells (Fig. 2d–f) considerably retarded the growth of cells under subsequent nitrogen starvation (Fig. 5b). Therefore, we propose that, besides the light-harvesting function, the *c*HO-dependent PBP is also involved in constructing nitrogen reservoir during recovery from nitrogen chlorosis and function in ensuing nitrogen-starved cells as a nitrogen source.

To reveal the importance of the dual function of *c*HO-dependent PBP during the acclimation of cyanobacteria to nitrogen fluctuations, we monitored the growth of wild-type (WT) *Synechocystis* 6803 and its *ssr1698*-deletion mutant cells during repeated cycles of nitrogen deprivation followed by replenishment treatments. Compared with the WT, the inhibition degree of cell growth caused by the inactivation of Ssr1698 gradually increased with the increase in repeated cycles of nitrogen oscillation (Fig. 5c, d), but not in repeated cycles of nitrogen repletion (Supplementary Fig. 16), being consistent with the results that Ssr1698 was expressed under nitrogen oscillation (preferentially during recovery from nitrogen chlorosis; Fig. 2a) and not under nitrogen repletion. It is worthy of note that, in the third cycle of nitrogen oscillation, the inactivation of Ssr1698 has led to more than 40% decrease in the cell dry weight (Fig. 5c, d). Collectively, we propose that the dual function of the *c*HO-dependent PBP is of great importance during the acclimation of cyanobacteria to a nitrogen-fluctuating environment.

### The *c*HO homologs are geographically widespread

To see whether the dual-function mechanism of the *c*HO-dependent PBP operates also in oceanic environment during acclimation of aquatic cyanobacteria to a nitrogen-oscillation condition, the complete protein sequence of Ssr1698 was queried against the Tara Oceans database^31^. By clicking the size fractionation range of cyanobacterial cells and using stringent *E* values, 164 hits were obtained for cyanobacteria (*E* value < 1.0 E^−10^). Ssr1698 homolog sequences were found predominantly in the surface water layer (SRF) and deep chlorophyll maximum layer (DCM) but, less abundantly, in the mesopelagic zone (MES), and were almost equally distributed among the latitudes (Supplementary Fig. 17). By comparison, recurrent nitrate oscillation and abundant cyanobacteria occur in the SRF and DCM but, less in the MES^32,33^. Collectively, we propose that the dual-function mechanism of *c*HO-dependent PBP is vital for acclimation of marine cyanobacteria to nitrogen-oscillation layers.

## Discussion

The opening of the heme ring to form biliverdin IXα catalyzed by heme oxygenase is a necessary step to produce phycobilin in tetrapyrrole biosynthetic pathway and subsequently to synthesize PBP (Supplementary Fig. S4)^20^. Although bacterial *b*HOs ChuZ and HugZ and cyanobacterial *c*HO share a common DUF2470 domain (Supplementary Fig. 7), they only have a weak sequence similarity (Supplementary Fig. 18), increasing the difficulty of the discovery of *c*HO in photosynthetic organisms. In addition, the results of previous studies and this study indicated that the *b*HO-1, *b*HO-2, and *c*HO genes *sll1184*, *sll1875* and *ssr1698* were preferentially expressed under conditions of standard growth, hypoxia and regreening, respectively (Supplementary Fig. 19)^34–36^. It appears plausible that the *c*-type heme, a substrate of *c*HO enzyme, released from the degradation of various *c*-type heme-binding proteins under nitrogen deficiency induces the expression of *c*HO enzyme during subsequent recovery from nitrogen chlorosis (Supplementary Fig. 19)^19,37–39^. This may be a reason why the photosynthetic *c*HO enzyme can be first identified in this study.

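In the transcriptomic data at 4 h, the *b*HO-1 gene *sll1184* rose from 626 ± 224 (SD, n = 3) in low nitrogen to 3977 ± 691 (SD, n = 3), a log2 fold change of 2.72 (standard error 0.326, adjusted p = 0.000639 from limma with Benjamini-Hochberg adjustment), and stayed between 2.43 and 2.97 with each library left out in turn. The *b*HO-2 gene *sll1875* had a mean value of 16.7 ± 7.23 (SD, n = 3) in low nitrogen and 38.7 ± 27.5 (SD, n = 3) at 4 h, a log2 fold change of 0.92 (standard error 0.631, adjusted p = 0.267 from limma with Benjamini-Hochberg adjustment). Its values were 13, 25 and 12 in low nitrogen and 11, 39 and 66 in 4 h replicates 1, 2 and 3. Without 4 h replicate 1, its log2 fold change was 1.62 with an adjusted p of 0.0137 (limma, Benjamini-Hochberg), with the replicate block on the whole reads it was 1.76 with an adjusted p of 0.0255 (limma-voom, Benjamini-Hochberg), and over all alternatives that adjusted p ranged from 0.0137 to 0.687. Of the 3 heme oxygenase genes, 2 were past an adjusted p of 0.05 (limma, Benjamini-Hochberg) over all features, the same number as when adjusted over the list alone. Both of these, *sll1184* and *ssr1698*, were higher in all 3 libraries at 4 h than in any low nitrogen library, and whether their fold changes differ from each other was not tested.

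**Figure D4:**
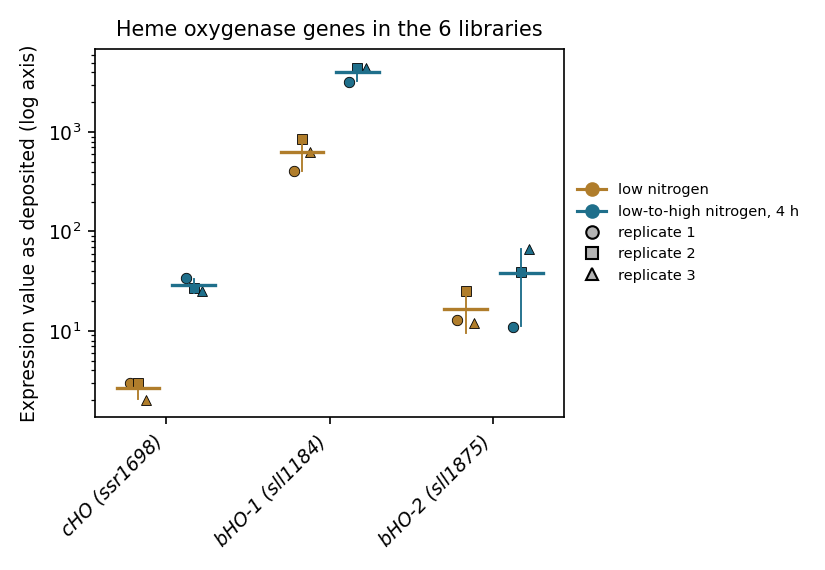
Values as deposited (log axis, unit not named) of the *c*HO, *b*HO-1 and *b*HO-2 genes in 3 low nitrogen libraries and 3 libraries at 4 h, with a marker shape per replicate, means as horizontal lines and SD as vertical lines. At 4 h the mean of *sll1184* is 3977, and 4 h replicate 1 of *sll1875* lies at 11, below its low nitrogen libraries.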

It has been widely accepted that the PBP can be assembled into phycobilisome supercomplex as peripheral light-harvesting antenna^40^ and account for up to 60% of the total soluble cell protein as nitrogen reservoir^41^. The results of this study indicated that the amount of PBP was reduced to about half the wild-type level in the *c*HO-deletion mutant after the nitrate was added to chlorotic cells for 12 h (Fig. 2 and Supplementary Fig. 5). Therefore, we hypothesize that the *c*HO-dependent PBP is involved in light-harvesting and nitrogen reservoir functions during acclimation of aquatic cyanobacteria to nitrogen fluctuations.

Our data reported here confirm our hypothesis and unravel a dual-function mechanism of *c*HO-dependent PBP during acclimation of aquatic cyanobacteria to a nitrogen-fluctuating environment that occurs frequently in their natural habitats. The *c*HO-dependent PBP produced during recovery from nitrogen chlorosis is involved in light-harvesting function during the recovery process (left, Fig. 6) and nitrogen reservoir function during nitrogen deficiency (right, Fig. 6) and as a result, in the third cycle of nitrogen oscillation, inactivation of Ssr1698 has led to more than 40% decrease in the cell dry weight (Fig. 5). This indicates that the *c*HO-dependent PBP produced during regreening is of great importance for the growth of aquatic cyanobacteria to a nitrogen-fluctuating environment.

**Fig. 6:**
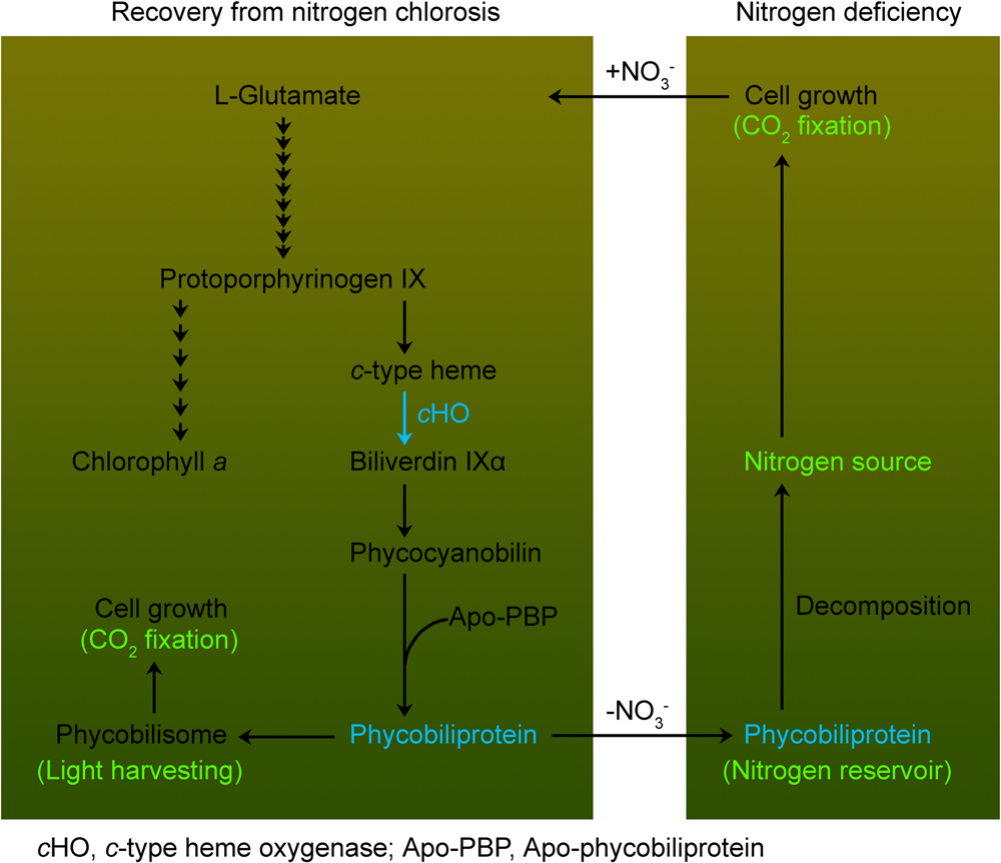
A model schematically represents the dual function of *c*HO-dependent phycobiliprotein during the acclimation of aquatic cyanobacteria to nitrogen fluctuations. In the tetrapyrrole biosynthetic pathway, *c*HO catalyzes the reaction of *c*-type heme to biliverdin IXα (left side, see blue arrow), which is of great importance for the synthesis, assembly and function of phycobiliprotein during recovery from nitrogen chlorosis. The *c*HO-dependent phycobiliprotein is important for the cell growth via assembling into phycobilisome as light-harvesting function after the nitrate is added to chlorotic cells (left side) and decomposing into nitrogen source as nitrogen-storage function after the nitrate is removed from the culture medium (right side).

Over the past decade, a significant achievement has been made in identifying the working mechanisms during acclimation of aquatic cyanobacteria to the nitrogen-fluctuating environment^11–18^. Unraveling these mechanisms will certainly help deepen our understanding of the reason why cyanobacteria account for a large percentage of nitrogen storage^41^ and photosynthetic CO_2_ fixation on Earth^3–6^. The results of this study indicated that the *c*HO-dependent PBP produced during recovery from nitrogen chlorosis is another important working mechanism of acclimating of aquatic cyanobacteria to nitrogen fluctuations.

Recently, Zhang et al.^11^ reported that cyanophycin also functions as a nitrogen reservoir and its defects caused by inactivation of arginine dihydrolase gene (*argZ*) retarded the growth of cyanobacterial cells during their acclimation to nitrogen fluctuations. To test whether the previously reported cyanophycin and the present *c*HO-dependent PBP produced during recovery from nitrogen chlorosis jointly serve as a nitrogen reservoir and provide nitrogen source in ensuing nitrogen-starved cells, we constructed a Δ*ssr169*8/*argZ* double-mutant strain (Supplementary Fig. 20). Our data indicated that the growth of the double mutant Δ*ssr169*8/*argZ* was much slower than that of its respective single mutants, Δ*ssr169*8 and Δ*argZ*, in repeated cycles of nitrogen oscillation (Fig. 5 and Supplementary Fig. 20). This indicates that the dual function of *c*HO-dependent PBP is actually not redundant and is an independent working mechanism of acclimating of aquatic cyanobacteria to the nitrogen-fluctuating environment.

Collectively, to the best of our knowledge, this is the first study to identify the *c*HO enzyme in photosynthetic organisms, which is preferentially expressed during recovery from nitrogen chlorosis and is a key step to produce phycobilin in tetrapyrrole biosynthetic pathway and subsequently to synthesize PBP. This enzyme-dependent PBP is further found to be vital for the growth of cyanobacterial cells during chlorosis and regreening through its nitrogen-storage and light-harvesting functions, respectively, and its dual function is proposed to be an important mechanism for acclimation of aquatic cyanobacteria to a nitrogen-fluctuating environment.

## Methods

### Culture conditions

*Synechocystis* sp. strain PCC 6803 (hereafter referred to as *Synechocystis* 6803) glucose tolerant strain (the wild-type) and its mutants, Δ*ssr1698*, Δ*sll0253*, Δ*ssl0483*, Δ*sll1654*, Δ*ssr1528*, Δ*sll1336* (*argZ*) and Δ*ssr1698*/*argZ* were cultured at 30 °C in BG-11 medium^42^ buffered with Tris-HCl (5 mM, pH 8.0) and bubbled with 2% (*v*/*v*) CO_2_ in air. For the growth of cells under nitrogen-deficient conditions, the concentration of nitrate in BG-11 medium was reduced from 17.6 mM to 0.35 mM. For the recovery of cells from nitrogen chlorosis, the nitrate was added to nitrogen-starved cultures to a final concentration of 17.6 mM. Continuous illumination was provided by fluorescence lamps at 5, 40, or 200 µmol photons m^–2^ s^–1^. The mutant strains were routinely grown in the presence of appropriate antibiotics.

### Transcriptomic sequencing and bioinformatics analysis

The nitrate was added to chlorotic cells of wild-type *Synechocystis* 6803 for 4 h or not and total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA) according to the manufacturer’s protocol. RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and samples with an RNA Integrity Number (RIN) greater than 7 were used for subsequent analysis. The libraries were constructed using TruSeq Stranded Total RNA with Ribo-Zero Gold according to the manufacturer’s instructions, and transcriptome sequencing was performed using the Illumina sequencing platform by Shanghai OE Biotech. Co. Ltd (Shanghai, China). Differentially expressed genes (DEGs) were identified with DESeq, using *P* value < 0.05 and fold change > 4 or < −4 as the thresholds. 

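The thresholds decide how many genes are called from these libraries. With an adjusted p of 0.05 (limma, Benjamini-Hochberg) in place of the unadjusted P value and the same fold limit, 79 genes were upregulated. A limma test against a fold change of 4 (treat, at an unadjusted P value of 0.05), which asks whether the fold change itself exceeds the limit, called 46. With no fold limit, 231 genes were higher and 837 were lower at an adjusted p of 0.05 (limma, Benjamini-Hochberg), and 551 were higher and 421 lower after median-of-ratios scaling. The replicate number as a block gave 325 higher and 1244 lower. With each library left out in turn, the counts ranged from 151 to 238 and from 353 to 1356. In the values as deposited, the groups did not overlap in 48.6% of the genes with a locus tag, where chance gives 10%. Of these, 347 were higher and 1141 lower at 4 h. The median feature had a log2 fold change of -0.68 in these values, so their scale may account for part of this share. In a test on simulated libraries, 3 against 3, with 200 changed genes, the same limma test found 100% of them at the adjusted threshold and 98.5% at the thresholds of the methods. At the adjusted threshold 16 unchanged features also passed. Every simulated change was set above a fold change of 4, so the test says little about genes near or below that limit. The simulated libraries also had no shift of the median feature.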

Cluster analysis of DEGs was performed according to the gene function annotation from CyanoBase (http://genome.microbedb.jp/cyanobase/).

### Real-time quantitative PCR analysis

Total RNA used for real-time quantitative PCR (RT-qPCR) analysis was derived from the chlorotic cells of wild-type *Synechocystis* 6803 that were added by nitrate for 4 h or not. Extracted total RNA was reverse transcribed to cDNA using PrimeScript^TM^ RT reagent Kit (Perfect Real Time) (TAKARA, Otsu, Japan) according to the manufacturer’s protocol, and the cDNA was amplified with the SYBR Green Real-Time PCR assay kit (QIAGEN, Hilden, Germany). The transcript levels of *cpcA*, *apcA*, *cpcG1*, *cpcG2*, *apcE*, *apcF*, and *ndhI* (internal standard) were measured by RT-qPCR in triplicates using the 7500 Real-Time PCR system (Applied Biosystems, Foster City, CA, USA) using the primers shown in Supplementary Table 1.

### Construction of mutants

The mutant strains of the top five upregulated unknown genes in our transcriptomic data were constructed as follows. The upstream and downstream regions of *ssr1698*, *sll0253*, *ssl0483*, *sll1654*, or *ssr1528* were amplified by PCR, creating appropriate restriction sites. A DNA fragment encoding a Kam^R^ cassette was also amplified by PCR, creating the *Kpn*I and *Sac*I sites using appropriate PCR primers (Supplementary Table 1). These three PCR products were ligated into the MCS of pUC19 (Supplementary Fig. 5b) and used to transform the wild-type cells of *Synechocystis* 6803 to generate the Δ*ssr1698*, Δ*sll0253*, Δ*ssl0483*, Δ*sll1654* or Δ*ssr1528* mutant, respectively. Subsequently, these transformants were spread on agar plates containing BG-11 medium and kanamycin (10 µg mL^–1^) buffered at pH 8.0, and the plates were incubated in 2% (*v*/*v*) CO_2_ in air under illumination by fluorescent lamps at 40 µmol photons m^–2^ s^–1^. The mutated *ssr1698*, *sll0253*, *ssl0483*, *sll1654*, or *ssr1528* in the transformants was segregated to homogeneity (by successive streak purification) as determined by PCR amplification (Supplementary Fig. 5c).

The Δ*argZ* and Δ*ssr1698*/*argZ* mutants were constructed as follows. The upstream and downstream regions of *argZ* were amplified by PCR, creating appropriate restriction sites. A DNA fragment encoding a Sp^R^ cassette was also amplified by PCR, creating the *Kpn*I and *Sac*I sites using appropriate PCR primers (Supplementary Table 1). They were ligated into the MCS of pUC19 to generate the pUC19-Δ*argZ* plastid. The pUC19-Δ*argZ* plastid was transformed into wild-type *Synechocystis* 6803 and its mutant Δ*ssr1698* to obtain Δ*argZ* and Δ*ssr1698*/*argZ*, respectively.

### Isolation of crude thylakoid membranes

The cell cultures (800 mL) were harvested at different time points that the nitrate was added to chlorotic cells of wild-type *Synechocystis* 6803 or not, and the thylakoid membranes were isolated according to ref. ^43^ with some modifications as follows. The cells suspended in 5 mL of disruption buffer (10 mM HEPES-NaOH, 5 mM sodium phosphate, pH 7.5, 10 mM MgCl_2_, 10 mM NaCl, and 25% [*v*/*v*] glycerol) were supplemented by zirconia/silica beads and broken by vortexing 15 times at the highest speed for 20 s at 4 °C with 5 min cooling on ice between the runs. The crude extract was centrifuged at 5000 × *g* for 5 min to remove the glass beads and unbroken cells. By further centrifugation at 20,000 × *g* for 30 min, we obtained crude thylakoid membranes from the precipitation.

### Electrophoresis and immunoblotting

Blue native-PAGE (BN-PAGE) of *Synechocystis* 6803 membranes was performed as described previously^44^ with slight modifications^45–52^. Isolated membranes were prepared for BN-PAGE as follows. Membranes were washed with 330 mM sorbitol, 50 mM Bis-Tris, pH 7, and 0.5 mM phenylmethylsulfonyl fluoride (Sigma-Aldrich, St. Louis, MO, USA) and resuspended in 20% (*w*/*v*) glycerol, 25 mM Bis-Tris, pH 7, 10 mM MgCl_2_, 0.1 units of RNase-free DNase RQ1 (Promega, Madison, WI, USA) at a chlorophyll *a* concentration corresponding to 2 × 10^9^ cells, and 0.5 mM phenylmethylsulfonyl fluoride. The samples were incubated on ice for 10 min, and an equal volume of 3% *n*-dodecyl β-D-maltoside (DM) was added. Solubilization was performed for 40 min on ice. Insoluble components were removed by centrifugation at 18,000 × *g* for 15 min. The collected supernatant was mixed with a one-tenth volume of sample buffer, 5% Serva Blue G, 100 mM Bis-Tris, pH 7, 30% (*w*/*v*) Sucrose, 500 mM *ε*-amino-*n*-caproic acid, and 10 mM EDTA. Solubilized membranes were then applied to a 0.75-mm-thick, 5% to 12.5% acrylamide gradient gel (Hoefer Mighty Small mini-vertical unit, Hoefer, San Francisco, CA, USA). Samples were loaded on an equal cell number basis per lane. Electrophoresis was performed at 4 °C by increasing the voltage gradually from 50 up to 200 V during the 5.5-h run.

Clear native-PAGE (CN-PAGE) was used to detect the oligomerization of the purified tag-less Ssr1698 and was performed with 0.01% DM and 0.025% deoxycholate additives to the cathode buffer as described previously^53^ with slight modifications^54,55^. The purified tag-less Ssr1698 were applied to a 0.75-mm-thick, 5–12.5% acrylamide gradient gel (Hoefer). Electrophoresis was performed at 4 °C by increasing the voltage gradually from 50 up to 200 V during the 5.5-h run.

SDS-PAGE of *Synechocystis* 6803 total proteins was performed on 12% polyacrylamide gel with 6 M urea as described previously^56^. After electrophoresis, the proteins were visualized by Coomassie Brilliant Blue (CBB) staining.

For immunoblotting, the proteins were electrotransferred to a polyvinylidene difluoride membrane (Immobilon-P; Millipore, Bedford, MA, USA) and detected by protein-specific antibodies using an ECL assay kit (Amersham, Arlington Heights, IL, USA) according to the manufacturer’s protocol. Antibodies against CpcA (1:1000), ApcA (1:000), PsbO (1:1000), PsaD (1:1000), and NdhI (1:2000) were raised previously in our laboratory^48,57^. Antibodies against PsaB (1:5000) and D1 (1:5000) were purchased from Agrisera (Vännäs, Sweden).

### Phycobilisome isolation

The phycobilisome was isolated according to the method of Glazer^58^ with some modifications. The wild-type *Synechocystis* 6803 and its mutant Δ*ssr1698* cells were harvested at different time points that the nitrate was added to chlorotic cells or not, and washed twice in 0.75 M potassium phosphate buffer (pH 7.6). Subsequently, cells were resuspended in the same buffer and broken at 4 °C by a high-pressure homogenizer (PhD Technology LLC, Saint Paul, MN, USA) for three cycles at a pressure of 5000 psi. The crude extract was centrifuged at 5000 × *g* for 5 min at 4 °C to remove the unbroken cells and debris. Triton X-100 was added to the suspension to a final concentration of 2% (*v*/*v*) to release the phycobilisome from the thylakoid membranes. After 30 min of incubation (4 °C) at constant shaking, the thylakoids and debris were removed by centrifugation (20,000 × *g*, 30 min). The supernatant was loaded onto a linear (5–30%) sucrose density gradient in 0.75 M potassium phosphate buffer (pH 7.6) for ultracentrifugation at 110,000 × *g* for 16 h in a P40ST rotor (Hitachi, Tokyo, Japan). A linear sucrose gradient was prepared from 5.2 mL of 5% and 5.2 mL of 30% sucrose solutions in 0.75 M K-phosphate buffer using a gradient mixer (Hoefer). After the ultracentrifugation, the gathered narrow blue-colored zone was collected for further analysis.

### Expression and purification of fusion proteins

The fragment containing *ssr1698* gene was amplified by PCR and inserted between the *Bam*HI and *Xho*I sites of pGEX-5X-1 to form the GST-tagged fusion protein construct (primers are shown in Supplementary Table 1). Subsequently, the construct was transformed into *E. coli* strain BL21 (DE3) pLysS and induced by 0.2 mM isopropyl-β-d-thiogalactoside for 12 h at 16 °C to express GST-Ssr1698 fusion protein. The fusion protein was purified at 4 °C using a GST column (GE Healthcare, Piscataway, NJ, USA), according to the manufacturer’s instructions. Then size-exclusion chromatography with the Superdex 200 Increase 10/300GL column (GE Healthcare) equilibrated with PBS buffer (pH 7.4) was used for further purification and the peak fraction containing GST-Ssr1698 was collected and concentrated. Finally, the tag-less Ssr1698 was purified by size-exclusion chromatography equilibrated with PBS buffer (pH 7.4) after the GST-tag was removed by Factor Xa protease (NEB, Beverley, MA, USA).

### Heme titration assays

The heme-binding ability of tag-less Ssr1698 was estimated by optical titrations in PBS buffer (pH 7.4) as described previously^27,28^ using ultraviolet–visible spectrophotometer (UV3000, Shimadzu, Kyoto, Japan) at room temperature. To exclude the possibility of nonspecific binding of heme, the binding reactions were conducted in the presence of 20 µM BSA. For the *c*-type heme-binding assay, MP-11 in 1 µM increments was added to both the sample and the reference cuvettes, the former of which contained 10 µM tag-less Ssr1698 and 20 µM BSA, and the latter of which contained 20 µM BSA and not tag-less Ssr1698. For the *b*-type heme-binding assay, hemin in 2 µM increments was added to both the sample and the reference cuvettes, the former of which contained 20 µM tag-less Ssr1698 and 20 µM BSA, and the latter of which contained 20 µM BSA and not tag-less Ssr1698. The difference absorption spectra were obtained by subtracting the spectrum of the reference cuvette from that of sample cuvette.

### Heme oxygenase activity assays

The *c*-type heme oxygenase activity of Ssr1698 was examined by incubating either 10.8 µM Ssr1698 (enzyme) and 5.4 µM MP-11 (a substrate for *c*-type heme oxygenase) or 20 µM Ssr1698 (enzyme) and 10 µM hemin (a substrate for *b*-type heme oxygenase) with 10 mM ascorbic acid and 2 µM catalase in a cuvette containing PBS buffer (pH 7.4). The reaction was initiated by addition of sodium ascorbate and UV–visible absorption spectra was recorded every 30 min for 2 h using a UV3000 spectrophotometer (Shimadzu).

Products of reaction catalyzed by Ssr1698 were analyzed as follows. (1) Biliverdin IXα was detected by the liquid chromatography-mass spectrometry (LC-MS) using Agilent 1290UPLC/6550Q-TOF. 5 µL of the reaction products was applied to the ACQUITY UPLC BEH C18 column (2.1 × 100 mm, 1.7 µm, Waters, Milford, MA, USA) with a 300 µL/min flow rate of mobile phase solvent A (0.1% formic acid) and solvent B (methanol) using the following linear gradient: 5–40% solvent B for 3 min, 40–95% solvent B for 10 min, 95% solvent B for 4 min, 95–5% solvent B for 1 min, and 5% solvent B for 3 min. The LC-MS was recorded over a range of *m*/*z* 100–2000 units. The following parameters were used: the capillary voltage 4.0 kV for positive-ion mode; desolvation temperature 350 °C; desolvation gas 12 L/min. (2) Peptide was detected by Shanghai Luming Biological Technology Co. Ltd (Shanghai, China) using Q-Exactive mass spectrometer. The scanning range of parent ions was corrected by standard correction fluid at 300–1600 *m*/*z*, and the scanning mode of mass spectrometry was data-dependent acquisition (DDA). The 20 strongest fragment profiles (MS2 Scan) are collected after each full scan. Fragmentation was performed using high-energy collision dissociation (HCD, high energy) with an NCE energy of 28 and dynamic removal time of 25 s. The resolution of MS1 was 70000 at *m*/*z* 200, the AGC target was 3E6, and the maximum injection time was 100 ms. The resolution of MS2 was 17500, the AGC target was 1E5, and the maximum injection time was 50 ms. (3) Detection of free iron was performed as described previously^23,59^. 2.8 µM Ssr1698 was incubated with 10 mM ascorbic acid, 0–6 µM MP-11, 2 µM catalase, and 40 µL ferrozine reagent B (2 M ascorbic acid, 5 M ammonium acetate, 6.5 mM ferrozine, 13.1 mM neocuproine) in a cuvette containing a total of 400 µL of PBS buffer (pH 7.4). A control reaction was also performed without Ssr1698. The reactions were monitored at 562 nm using ultraviolet–visible spectrophotometer (Shimadzu).

The dependence of the initial rate of the *c*-type heme oxygenase reaction on the concentration of enzyme was determined by incubating 9 µM MP-11, 10 mM sodium ascorbate, 2 µM catalase, and 0–5 µM Ssr1698 in a cuvette containing PBS buffer (pH 7.4). The reactions were monitored at 406 nm and were performed in triplicate using Shimadzu UV3000 UV–visible spectrophotometer. The reaction velocity was calculated as the MP-11 consumption per minute.

### Chlorophyll fluorescence and P700 analysis

*Synechocystis* 6803 cells were harvested at different time points that the nitrate was added to chlorotic cells or not, and the activities of their photosystem II (PSII) and PSI reaction centers were estimated by the *F*_v_/*F*_m_ and *P*_m_ parameters, respectively. These two parameters were measured as follows.

The yield of chlorophyll (Chl) fluorescence at the steady state of electron transport was measured using a Dual-PAM-100 monitoring system (Walz, Effeltrich, Germany) equipped with an ED-101US/MD unit^60,61^. Minimal fluorescence corresponding to open PSII centers in the dark-adapted state (*F*_o_) was excited by a weak measuring light (650 nm) at a PFD of 0.05–0.15 µmol photons m^–2 ^s^–1^. A saturation pulse of red light (100 ms; 10,000 µmol photons m^−2 ^s^−1^) was applied to determine the maximal fluorescence at closed PSII centers in the dark-adapted state (*F*_m_), as described previously^62^. *F*_v_/*F*_m_ was calculated as (*F*_m_ − *F*_o_)/*F*_m_^63^.

With the Dual-PAM-100, P700^+^ was monitored as the absorption difference between 830 and 875 nm in transmission mode. The quantum yields of PSI were determined using the saturation pulse method as described previously^64,65^. The level of maximal P700^+^ signal observed upon full oxidation, *P*_m_, was determined by the application of a saturation pulse of red light (100 ms; 10,000 µmol photons m^−2 ^s^−1^) in the presence of far-red light (about 0.3 µmol photons m^−2 ^s^−1^) at 720 nm.

### 77K fluorescence emission spectra

Fluorescence emission spectra at 77 K of phycobilisome isolated from the wild-type *Synechocystis* 6803 and its mutant Δ*ssr1698* that the nitrate was added to chlorotic cells or not for different time points were measured using a *F*4500 spectrofluorimeter (Hitachi) at an excitation wavelength of 580 nm. Fifty nanograms of isolated phycobilisome samples was rapidly frozen in liquid nitrogen. The fluorescence spectrum was obtained by averaging six scans for each sample in different tubes. The excitation and emission slit widths were set at 5 nm, and the same capture was used in all experiments. The phycobilisome activity was assessed by the ratio of fluorescence emission intensity at 683 nm (from the core component of phycobilisome) to that at 654 nm (from the rod component of phycobilisome)^66^.

### Dry weight

Dry weight (DW) of wild-type *Synechocystis* 6803 and its mutants during nitrogen oscillation or nitrogen repletion was measured according to the method of ref. ^67^ with some modifications. First of all, the cell cultures (10 mL) were harvested and washed twice with deionized water. Second, cells were resuspended in 100 µL deionized water and dropped on a pre-weighed polyvinylidene difluoride (PVDF) membrane (0.45 µm; Immobilon-P; Millipore, Bedford, MA, USA). Finally, the cell-bound PVDF membrane was evaporated at 65 °C for about 24 h, and the oven-dried membrane was weighed. DW was calculated according to the formula: DW (g L^−1^ culture) = (oven-dried cell-bound PVDF membrane – PVDF membrane) × 100.

### Homology modeling of protein structure and molecular docking

The protein structure of Ssr1698 was modeled by AlphaFold^68^. The structure of Ssr1698 dimer was predicted by ClusPro server^69^. Docking was performed using AutoDockVina^70^. The structure of dimeric Ssr1698 in complex with *c*-type heme was visualized using ChimeraX^71^ and PyMOL^72^.

### Homolog sequence of Ssr1698 in Tara Oceans Database

The Ssr1698 protein sequence was queried against the Ocean Gene Atlas webserver (http://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/) using the Tara Oceans Microbiome Reference Gene Catalog version 1 (OM-RGC.v1) to search for cyanobacterial homologs^31^ via clicking the size fractionation range of cyanobacterial cells^73^. Threshold *E* values are given in the main text.

### Statistics and reproducibility

A minimum of three independent experiments were conducted for all studies, with specific replicate numbers (*n*) provided in the figure legends. Statistical analyses were carried out using Windows Excel. Significance between two groups was assessed using a two-tailed Student’s *t* test and a *P* value less than 0.05 was considered statistically significant. The data were presented as the mean ± standard deviation.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Data

Supplementary Data 1

Reporting Summary

## Data Availability

Transcriptome sequencing raw data have been deposited and are available in Gene Expression Omnibus under accession number GSE241350. All data generated or analyzed during this study have been included in both the published article and its supplementary information files. The numerical source data for all graphs are presented in the Supplementary Data 1. In addition, original uncropped blot/gel images, including the original size marker, have been made available in Supplementary Fig. 21. For more information, feel free to reach out to the corresponding authors upon a reasonable request.

# Supplementary material for: Identification of a c-type heme oxygenase and its function during acclimation of cyanobacteria to nitrogen fluctuations
**Source:** Commun Biol. 2023 Sep 15;6:944. doi: 10.1038/s42003-023-05315-x
**Supplement:** Supplementary file 2 — Supplementary information

## Supplementary information

### Identification of a *c*-type heme oxygenase and its function during acclimation of cyanobacteria to nitrogen fluctuations

Zhaoxing Ran<sup>1,2</sup>, Zhenyu Du<sup>2</sup>, Gengkai Miao<sup>2</sup>, Mei Zheng<sup>2</sup>, Ligang Luo<sup>2</sup>, Xiaoqin Pang<sup>2</sup>, Lanzhen Wei<sup>2</sup>, Dezhi Li<sup>1,3,4,5</sup>, Weimin Ma<sup>2</sup>

#### **This PDF file includes:**

Supplementary Figs. 1 to 21

Supplementary Table 1

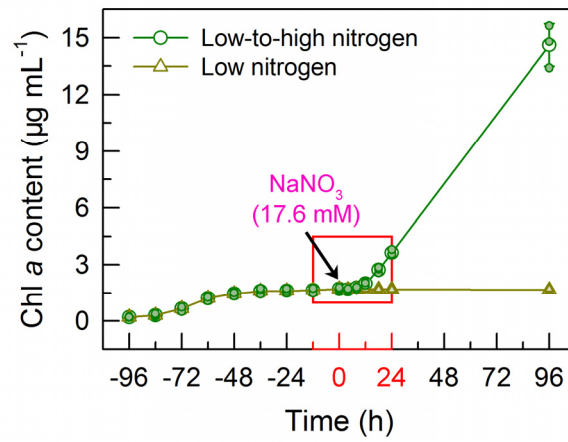

**Supplementary Fig. 1 | Change in chlorophyll *a* content after the nitrate is added to chlorotic cells.** The nitrate is added to the cells grown in low-nitrate medium or without and the time points in red box were extensively analyzed in this study. Error bars denote the standard deviations of three independent measurements ( $n = 3$ ). Chl *a*, chlorophyll *a*.

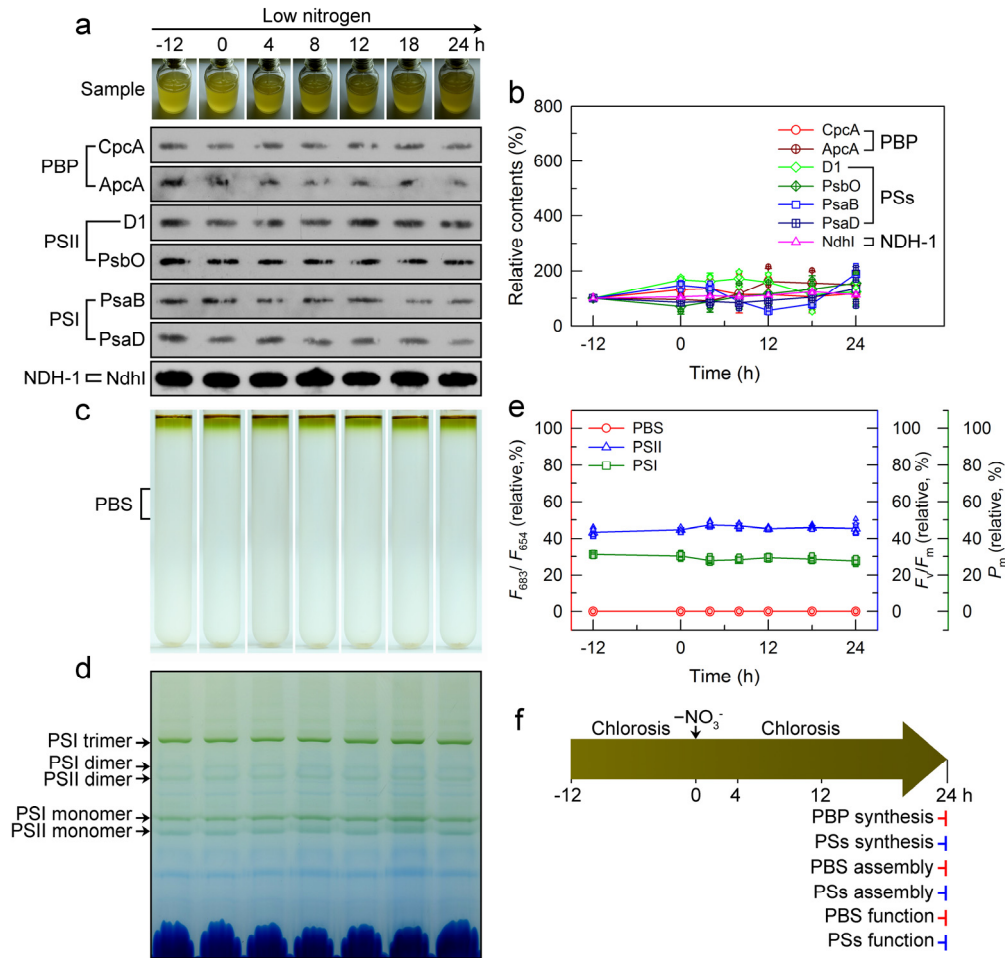

**Supplementary Fig. 2 | Synthesis, assembly and function of phycobiliprotein and both photosystems under continuous low nitrogen conditions.** **a, b** Time-course synthesis profiles of phycobiliprotein (PBP) and both photosystems (PSs) (**a**) and their quantification using ImageJ (**b**) under continuous low nitrogen conditions. Total protein corresponding to  $3 \times 10^7$  cells was loaded onto each lane and NdhI was used as a sample loading control. Error bars denote the standard deviations of three independent measurements ( $n = 3$ ) for CpcA, ApcA, D1, PsbO, PsaB and NdhI and of four independent measurements ( $n = 4$ ) for PsaD. **c, d** Time-course assembly profiles of phycobilisome (PBS) isolated by sucrose density gradient centrifugation (**c**) and PSs isolated by BN-PAGE (**d**) under continuous low nitrogen conditions. **e** Time-course function profiles of PBS and PSs under continuous low nitrogen conditions. Red lines (circle): PBS ( $n = 6$ ); blue lines (triangle up): PSII ( $n = 9$ ); green lines (square): PSI ( $n = 9$ ). **f** A model schematically represents the temporal sequence of synthesis, assembly and function of PBP and PSs under continuous low nitrogen conditions.

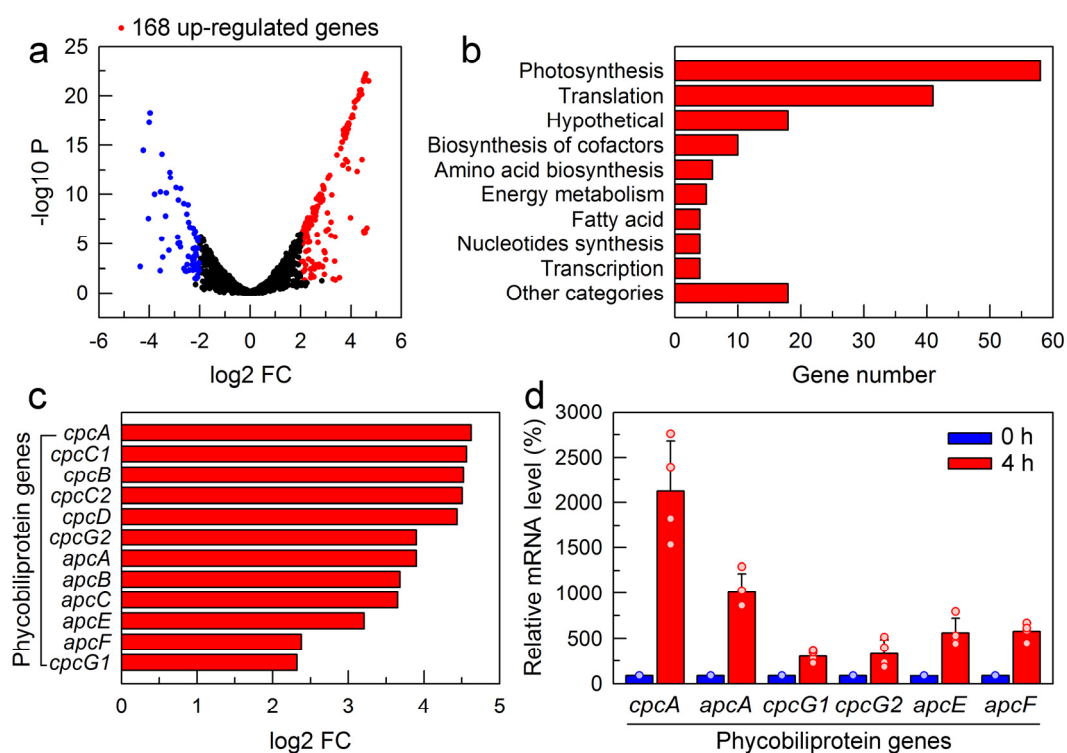

**Supplementary Fig. 3 | A comparative transcriptomic analysis reveals up-regulation of many apo-phycobiliprotein-related genes after the nitrate was added to chlorotic cells.** **a** Volcano plot indicated that the 168 genes were up-regulated after the nitrate was added to chlorotic cells for 4 h (see red dots).  $n = 3$ . **b** Gene Ontology classification of 168 up-regulated genes was performed based on function annotation in CyanoBase database. **c** Fold change of apo-phycobiliprotein genes after the nitrate was added to chlorotic cells for 4 h. **d** RT-qPCR analysis confirmed the transcriptomic data of apo-phycobiliprotein genes after the nitrate was added to chlorotic cells for 4 h. Error bars denote the standard deviations of four independent measurements ( $n = 4$ ).

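The authors' deposited table holds 168 genes with a locus tag past the thresholds for upregulation and 61 past those for downregulation. All 81 genes upregulated in the values as deposited are among these 168, and after median-of-ratios scaling 160 of the 166 upregulated genes are. In the rod, *cpcB* (*sll1577*), *cpcC1* (*sll1580*), *cpcC2* (*sll1579*) and *cpcD* (*ssl3093*) had log2 fold changes of 3.84, 3.87, 3.83 and 3.79. The table names the last 3 of these, and *apcC* (*ssr3383*), as a photosystem I subunit, and they were assigned from the fold changes in Supplementary Fig. 3c and from their neighbours in the table. The rod-core linker genes differed, with log2 fold changes of 1.63 (standard error 0.277) for *cpcG1* (*slr2051*) and 3.26 (standard error 0.465) for *cpcG2* (*sll1471*). In the core, *apcB* (*slr1986*) and *apcC* both had a log2 fold change of 3.02, the core-membrane linker gene *apcE* (*slr0335*) had 2.53 and *apcF* (*slr1459*) had 1.76. The adjusted p-values of the 12 genes were 5.18e-05 for *cpcD* at the lowest and 0.00368 for *cpcG1* at the highest (limma, Benjamini-Hochberg). As a set, the 12 genes ranked above the other features by camera with an inter-gene correlation estimated from the data (limma, adjusted p = 0.0302 over 8 sets, Benjamini-Hochberg), and fry gave an adjusted p of 8.19e-05. Neither is independent evidence, because the study chose the list on these samples. The camera call was not kept with the replicate number as a block (adjusted p = 0.0713, limma, Benjamini-Hochberg) or after median-of-ratios scaling (0.160), while all 12 genes were higher at 4 h under each. It was also not kept without low nitrogen replicate 1, 2 or 3 or 4 h replicate 3, with adjusted p-values of 0.0682, 0.0650, 0.0831 and 0.0741 (limma, Benjamini-Hochberg). *ndhI* (*sll0520*), the internal standard of the RT-qPCR, had a log2 fold change of -0.58 (standard error 0.302, adjusted p = 0.152 from limma with Benjamini-Hochberg adjustment), which is 0.09 above the median feature, and it changed sign to 0.07 after scaling.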

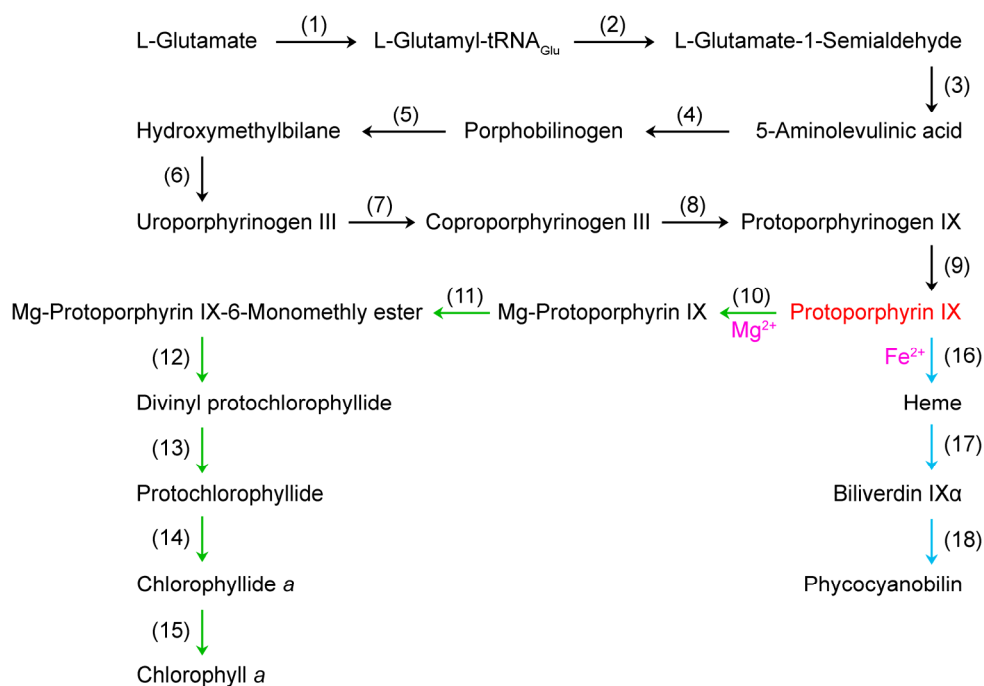

- (1) Glutamyl-tRNA synthetase (2) Glutamyl-tRNA reductase  
 (3) Glutamate-1-semialdehyde aminomutase (4) Porphobilinogen synthase  
 (5) Hydroxymethylbilane synthase (6) Uroporphyrinogen III synthase  
 (7) Uroporphyrinogen III decarboxylase (8) Coproporphyrinogen III oxidase  
 (9) Protoporphyrinogen IX oxidase (10) Mg-chelatase  
 (11) S-adenosyl-L-methionine: Mg-protoporphyrin IX methyltransferase  
 (12) Mg-protoporphyrin IX monomethyl ester oxidative cyclase  
 (13) Divinyl-(proto) chlorophyllide reductase (14) Protochlorophyllide oxidoreductase  
 (15) Chlorophyll synthase (16) Fe-chelatase (17) Heme oxygenase  
 (18) Phycocyanobilin: Fd oxidoreductase

**Supplementary Fig. 4 | Cyanobacterial tetrapyrrole biosynthetic pathway.** In cyanobacteria, the tetrapyrrole biosynthetic pathway begins with L-glutamate to protoporphyrin IX (black arrows) and is branched into phycocyanobilin (blue arrows) and chlorophyll *a* (green arrows) biosynthetic lines.

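By the products in the authors' table, 11 genes belong to the common steps 1 to 9 of the pathway, 14 to the chlorophyll steps 10 to 15 and 4 to the phycocyanobilin steps from 16 on. Products were found for 16 of the 18 steps. The median log2 fold change was 0.92 for the common steps, 0.48 for the chlorophyll steps and 0.43 for the phycocyanobilin steps, which are 1.59, 1.16 and 1.10 above the median feature. Upregulated genes numbered 2 of 11, 2 of 14 and 1 of 4, and 3, 5 and 1 after median-of-ratios scaling. Without low nitrogen replicate 3, 1 gene of the common steps was upregulated, and the chlorophyll steps had 4 without 4 h replicate 1 and 1 without low nitrogen replicate 1, 4 h replicate 2 or 4 h replicate 3. Ferrochelatase (*slr0839*) had a log2 fold change of -1.31 (standard error 0.316, adjusted p = 0.0137 from limma with Benjamini-Hochberg adjustment), which became -0.67 with an adjusted p of 0.0912 after scaling. Its adjusted p was also past 0.05 without low nitrogen replicate 1, 4 h replicate 2 or 4 h replicate 3, at 0.0548, 0.0729 and 0.0596 (limma, Benjamini-Hochberg). Phycocyanobilin:ferredoxin oxidoreductase (*slr0116*) had a log2 fold change of -0.07 (standard error 0.412, adjusted p = 0.909 from limma with Benjamini-Hochberg adjustment), and its sign was reversed after scaling, at 0.57. As sets, none of the 3 branches passed an adjusted p of 0.05 by camera with an estimated correlation (limma, Benjamini-Hochberg over 8 sets), with 0.134 for the common, 0.133 for the chlorophyll and 0.199 for the phycocyanobilin steps. By fry the common and the phycocyanobilin steps passed, with adjusted p-values of 0.0133 and 0.00392 (limma, Benjamini-Hochberg), and the chlorophyll steps did not (0.0789), although they did after scaling (0.00142).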

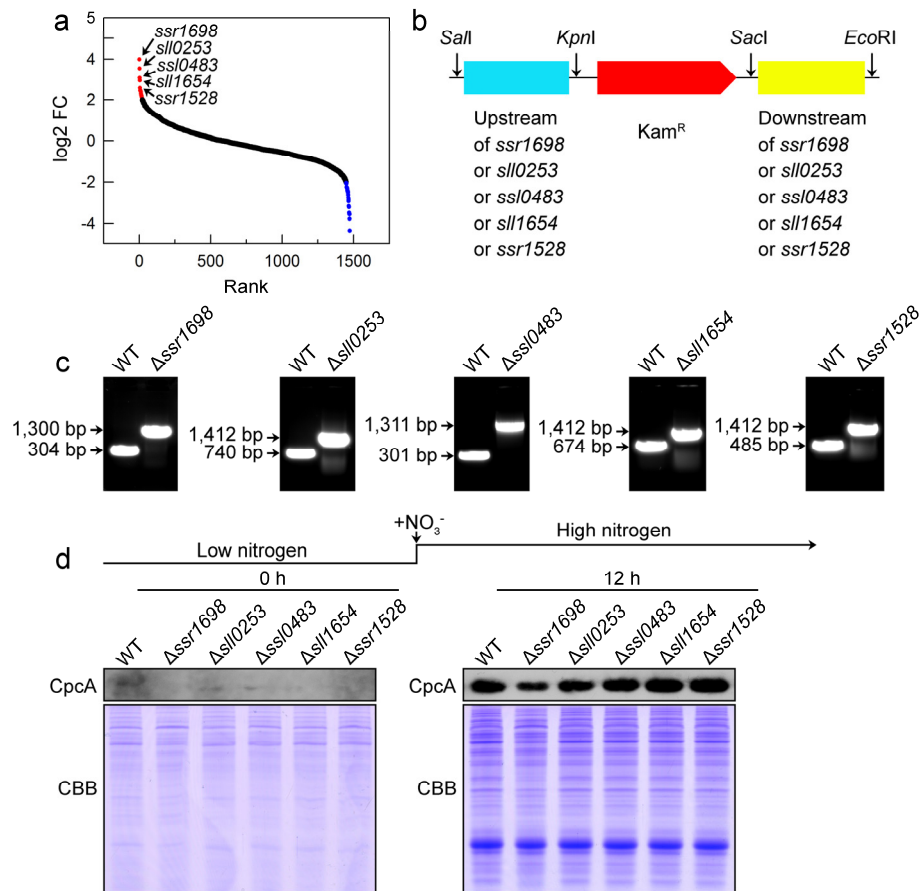

**Supplementary Fig. 5 | Screening and identification of an unknown gene *ssr1698* that is involved in the phycobiliprotein synthesis.** **a** The top five up-regulated unknown genes in our transcriptomic data were selected as candidates for phycobiliprotein synthesis. **b** Construction of plasmids used to generate the inactivation mutants of the top five up-regulated unknown genes ( $\Delta$ *ssr1698*,  $\Delta$ *ssl0253*,  $\Delta$ *ssl0483*,  $\Delta$ *ssl1654* and  $\Delta$ *ssr1528*). **c** PCR segregation analyses of these five mutants using their respective specific primers (Supplementary Table 1). **d** Coomassie Brilliant Blue (CBB) staining profiles of total proteins from the wild-type (WT) and these five mutants strains after the nitrate was added to chlorotic cells for 12 h (right side) or not (left side) and their immunoblotting using the antibody against phycobiliprotein CpcA. Total protein corresponding to  $3 \times 10^6$  cells was loaded onto each lane.

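Genes of unknown function were taken from the products in the authors' table (hypothetical, uncharacterized, DUF or unknown proteins), which gives 750 genes, and the candidates *ssr1698* and *sll1654* were added to them. Past the thresholds of the methods were 6 of them, ranked by log2 fold change as *slr0011* (3.20), *ssr1698* (3.02), *ssl0483* (2.44), *sll1032* (2.23), *sll0253* (2.13) and *sll1654* (2.05). *slr0011* and *sll1032* lie outside the rule by which genes were named and were singled out after their values were seen. Values of *slr0011* were 427, 631 and 528 in low nitrogen replicates 1, 2 and 3 and 4723, 5144 and 4569 in 4 h replicates 1, 2 and 3. After median-of-ratios scaling the 7 highest were the same 6 genes in the same order, followed by *ssr1528* (2.57). The rank of *ssr1698* was 1 without low nitrogen replicate 1, with a pseudocount of 0.1 and with the replicate block on the whole reads, and 3 without 4 h replicate 1. In the authors' own log2 fold changes it was also 1, with 3.98 against 3.86 for *slr0011*. The category rests on the products in the authors' table, and CyanoBase, which the paper used, was not used here.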

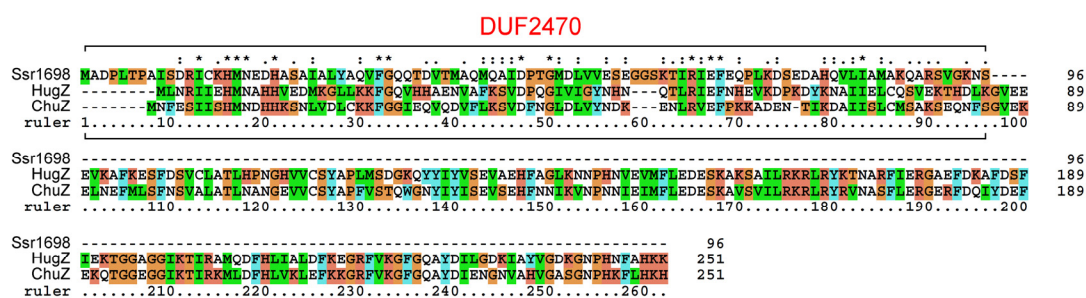

**Supplementary Fig. 7 | The DUF2470 domain of cyanobacterial Ssr1698 is also identified in bacterial HugZ and ChuZ.** The sequence of Ssr1698 from *Synechocystis* sp. PCC 6803 was aligned with HugZ and ChuZ sequences from *Helicobacter pylori* and *Campylobacter jejuni*, respectively. The DUF2470 domain analysis was performed by the NCBI Web service (<https://www.ncbi.nlm.nih.gov/>).

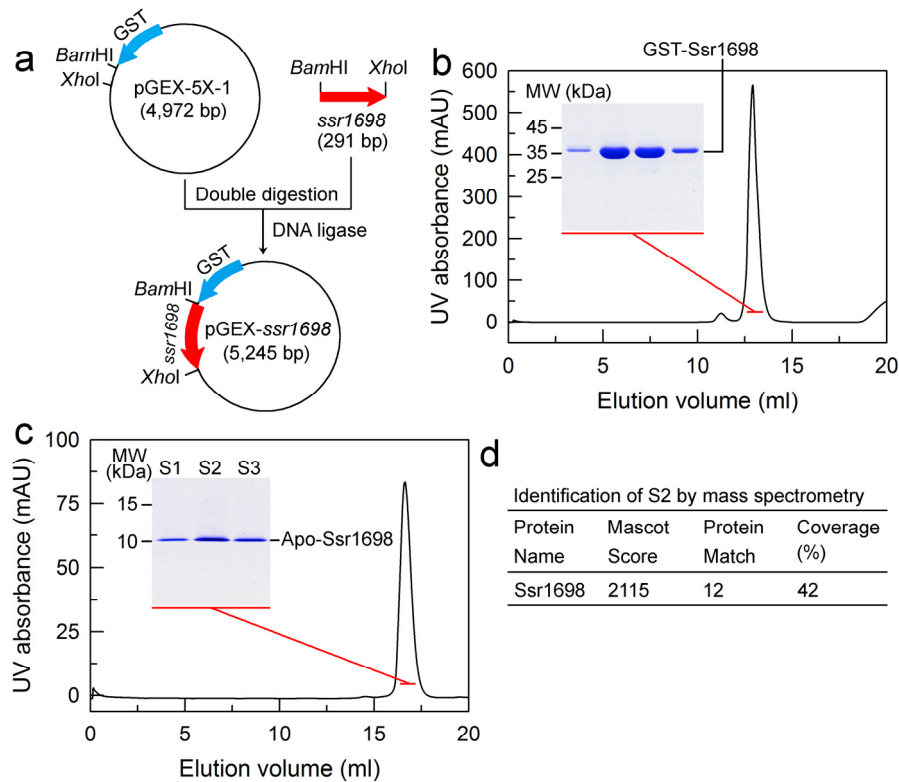

**Supplementary Fig. 8 | Expression and purification of Ssr1698 protein. a**

Construction of pGEX-5X-1 vector to generate the pGEX-ssr1698 expression plasmid.

**b** Purification of GST-Ssr1698 using GST affinity chromatography followed by size-exclusion chromatography. Position of GST-Ssr1698 in the SDS-PAGE gel is indicated. **c** Purification of tag-less Ssr1698 using size-exclusion chromatography after purified GST-Ssr1698 is cleaved by Factor Xa protease. Sample 1 (S1), S2 and S3 are analyzed by the SDS-PAGE gel and the position of tag-less Ssr1698 (Apo-Ssr1698) in the SDS-PAGE gel is indicated. **d** Identity of Ssr1698 in S2 is confirmed by mass spectrometry.

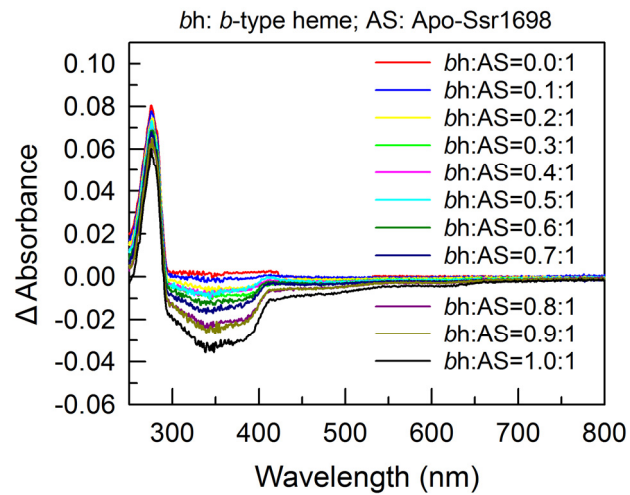

**Supplementary Fig. 9 | Apo-Ssr1698 does not specifically bind to *b*-type heme.**

The hemin (*b*-type heme) titration of apo-Ssr1698 (20  $\mu$ M) as monitored by the difference absorption spectra in PBS buffer (pH 7.4) and 20  $\mu$ M BSA. The absence of positive characteristic absorption peaks indicates that apo-Ssr1698 does not specifically bind to *b*-type heme.

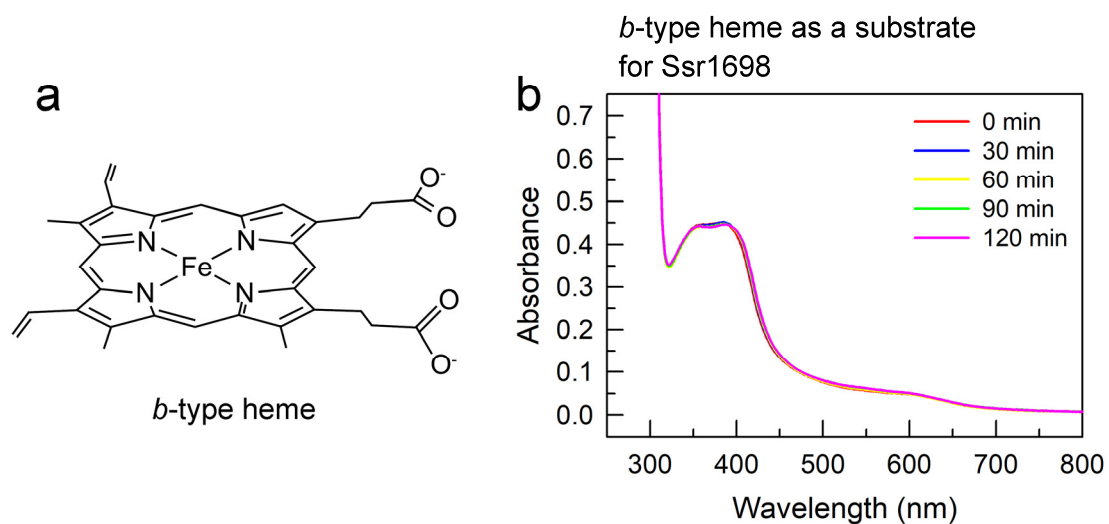

**Supplementary Fig. 10 | The degradation assays of *b*-type heme with Ssr1698. **a**** Chemical structure of *b*-type heme. **b** The data of characteristic Soret peak of *b*-type heme around 400 nm and its shoulder peaks between 500 nm and 600 nm indicate that Ssr1698 lacked any observable reactivity with *b*-type heme.

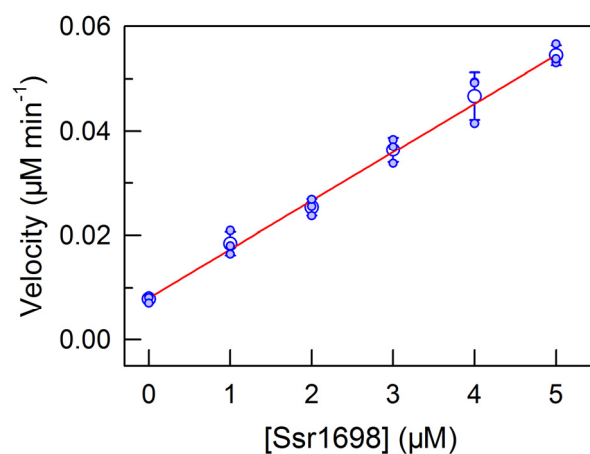

**Supplementary Fig. 11 | The degradation rate of *c*-type heme catalyzed by different Ssr1698 concentrations.** Comparison of the rates of degradation of 9 μM MP-11 (*c*-type heme) in the presence of 0 to 5 μM Ssr1698 and 2 μM catalase. Error bars denote the standard deviations of three independent measurements ( $n = 3$ ).

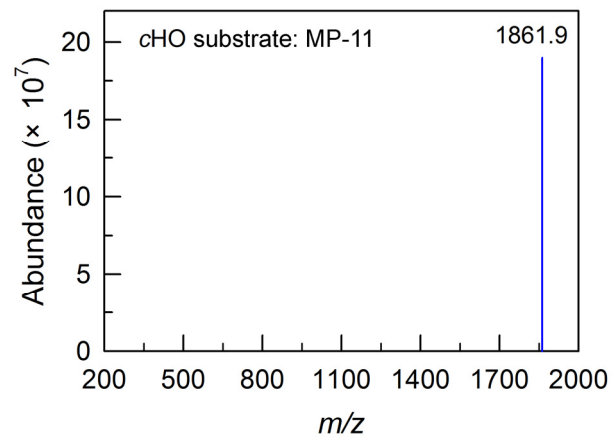

**Supplementary Fig. 12 | Liquid chromatograph-mass spectrometer (LC-MS) analysis of MP-11, a substrate for the *c*-type heme oxygenase (*c*HO).** Simplified LC/MS spectrum of the *c*HO substrate MP-11 showed that the peptide was not cleaved by the LC-MS condition.

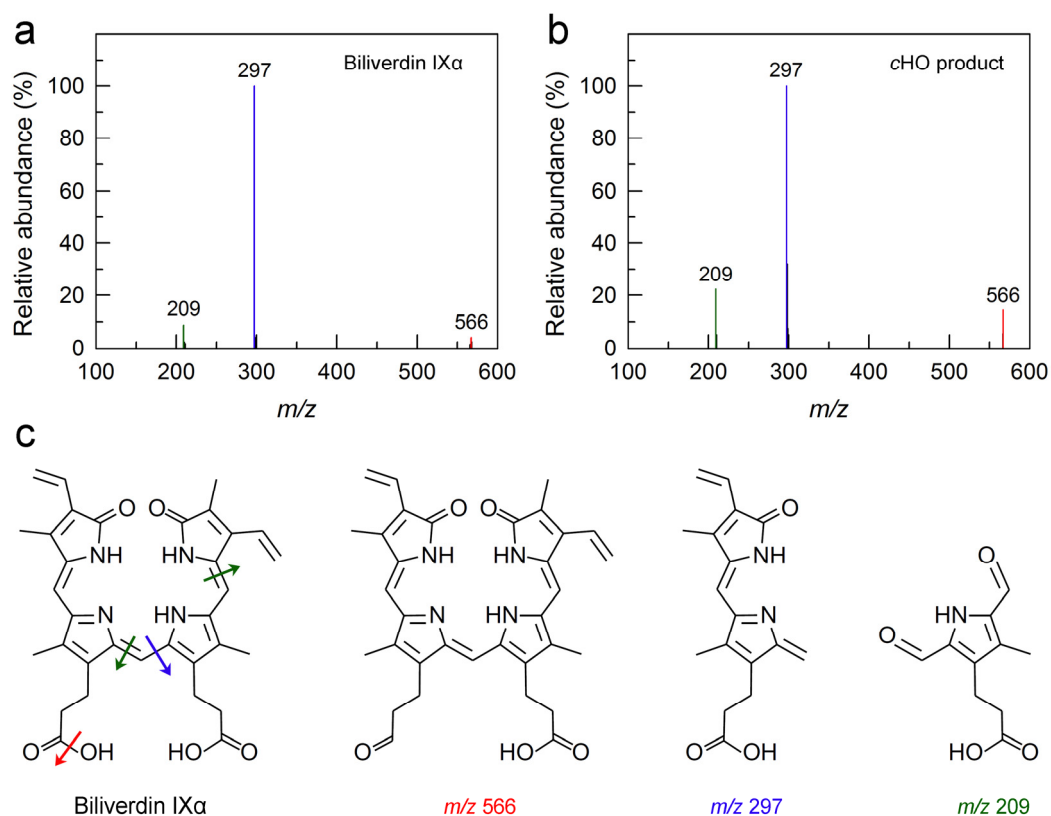

**Supplementary Fig. 13 | The analysis of mass spectrometry fragmentation pattern of the 583.3  $m/z$  peak of Ssr1698 reaction with MP-11. a** Fragmentation profiles of biliverdin IXα, a standard reference sample. **b** Fragmentation profiles of 583.3  $m/z$  peak (see Fig. 4c) of Ssr1698 reaction with MP-11. **c** The arrows of different colors indicate the mass spectrometry fragmentation patterns.

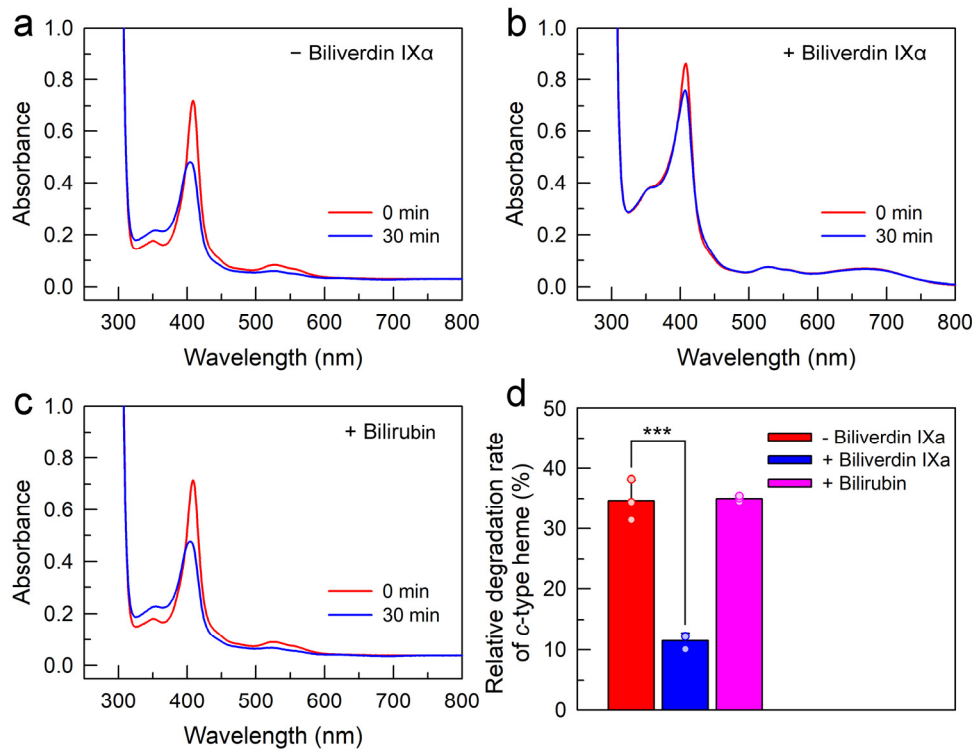

**Supplementary Fig. 14 | The activity of Ssr1698 as *c*-type heme oxygenase is suppressed by its product biliverdin IX $\alpha$ .** **a-c** The degradation assay of *c*-type heme catalyzed by Ssr1698 after biliverdin IX $\alpha$  (**b**) and bilirubin (**c**) are added to the reaction system or without (**a**). **d** Relative degradation rate of *c*-type heme. The peak D-value of Soret band at 0 and 30 min is compared in the presence of biliverdin IX $\alpha$  (**b**) and bilirubin (**c**) or not (**a**). Error bars denote the standard deviations of three independent measurements ( $n = 3$ ); \*\*\* represents  $P < 0.001$  ( $P = 0.0004$ ).

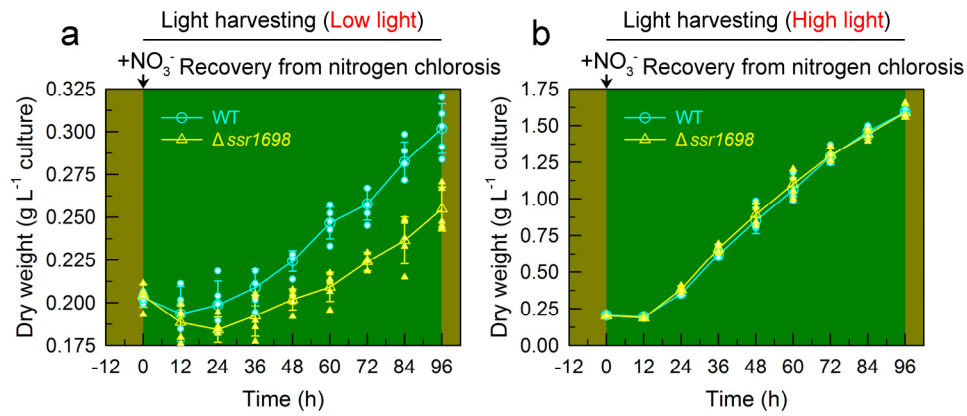

**Supplementary Fig. 15 | The function of *cHO*-dependent phycobiliprotein under different light intensities during recovery from nitrogen chlorosis. a, b** After the nitrate is added to the nitrogen-starved cells, the *cHO*-dependent phycobiliprotein is of great important for the growth of cells under low light (**a**,  $n = 5$ ) and is redundant for the growth of cells under high light (**b**,  $n = 4$ ).

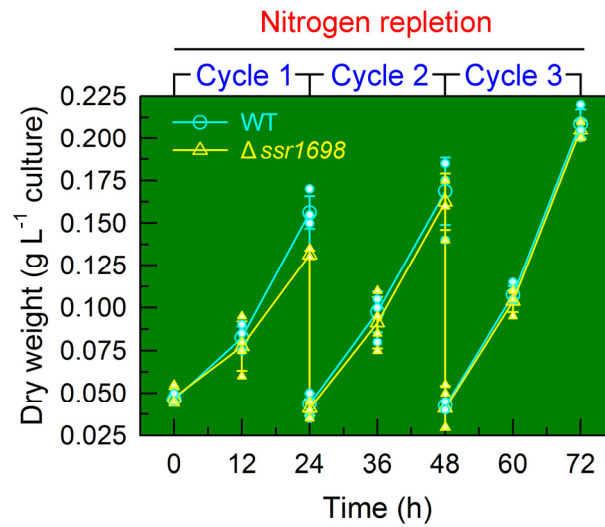

**Supplementary Fig. 16 | The function of *cHO*-dependent phycobiliprotein in repeated cycles of nitrogen replete during recovery of growth light-illuminated cyanobacteria from nitrogen chlorosis.** After the nitrate is added to the nitrogen-starved cells, the *cHO*-dependent phycobiliprotein becomes less important for the growth of cells in repeated cycles of nitrogen replete. Error bars denote the standard deviations of four independent measurements ( $n = 4$ ).

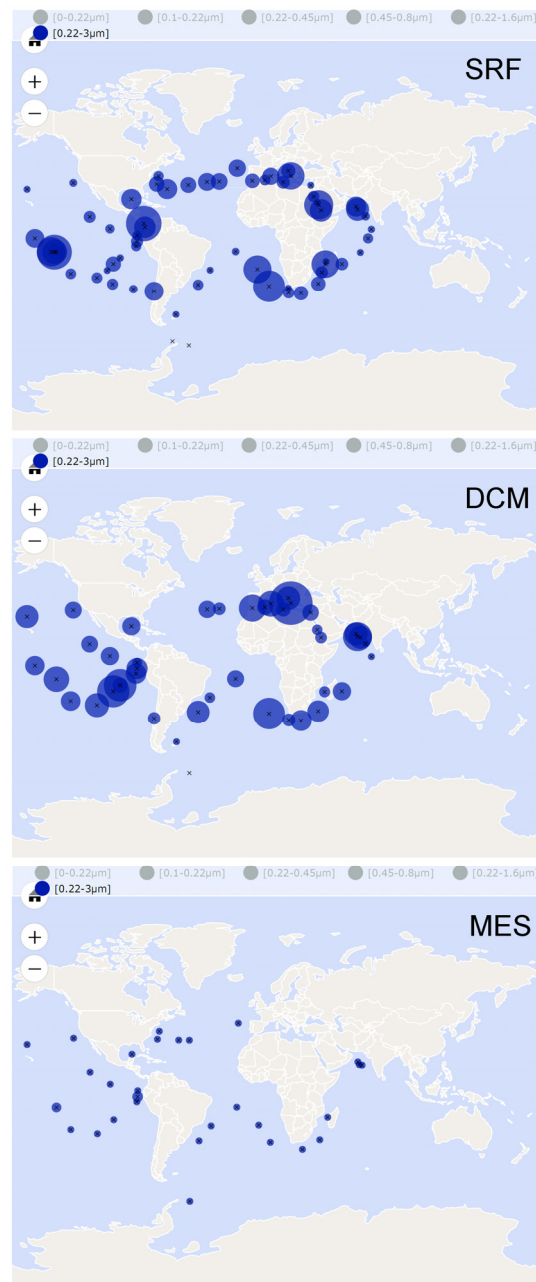

**Supplementary Fig. 17 | Geographic distribution of Ssr1698 homolog sequences found in the Ocean Gene Atlas webserver.** Geographic distribution and abundance of Ssr1698 homologs in surface water (SRF; upper panel), deep chlorophyll maximum layer (DCM; middle panel) and mesopelagic zone (MES; lower panel). The size of the filled circles is proportional to the abundance of the hits in one location compared to the total number of hits at the different sampled depths.

**a**

```
>ssr1698 hypothetical protein
      Length = 96
```

```
Score = 38.1 bits (87), Expect = 6e-05, Method: Compositional matrix adjust.
Identities = 21/77 (27%), Positives = 36/77 (46%), Gaps = 3/77 (3%)
```

```
Query: 3  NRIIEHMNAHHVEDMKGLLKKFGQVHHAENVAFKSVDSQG---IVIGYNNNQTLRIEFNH 59
          +RI +HMN H + + FGQ +++D G +V ++T+RIEF
Sbjct: 11 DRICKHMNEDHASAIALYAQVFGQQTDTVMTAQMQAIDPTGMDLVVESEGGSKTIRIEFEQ 70

Query: 60 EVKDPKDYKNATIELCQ 76
          +KD +D I + +
Sbjct: 71 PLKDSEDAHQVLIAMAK 87
```

**b**

```
>ssr1698 hypothetical protein
      Length = 96
```

```
Score = 34.7 bits (78), Expect = 9e-04, Method: Compositional matrix adjust.
Identities = 23/82 (28%), Positives = 41/82 (50%), Gaps = 6/82 (7%)
```

```
Query: 4  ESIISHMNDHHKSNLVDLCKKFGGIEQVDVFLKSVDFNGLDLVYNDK---ENLRVEF-- 58
          + I HMN+ H S + + FG V ++++D G+DLV + + +R+EF
Sbjct: 11 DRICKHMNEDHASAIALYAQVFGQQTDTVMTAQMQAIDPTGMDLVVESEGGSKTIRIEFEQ 70

Query: 59 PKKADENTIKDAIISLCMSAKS 80
          P K E+ +I++ A+S
Sbjct: 71 PLKDSEDA-HQVLIAMAKQARS 91
```

**Supplementary Fig. 18 | Short stretches of Ssr1698 share limited sequence similarity with HugZ or ChuZ. a, b** Original CyanoBase BLASTP hit for Ssr1698 was obtained using the complete sequence of HugZ (**a**) or ChuZ (**b**).

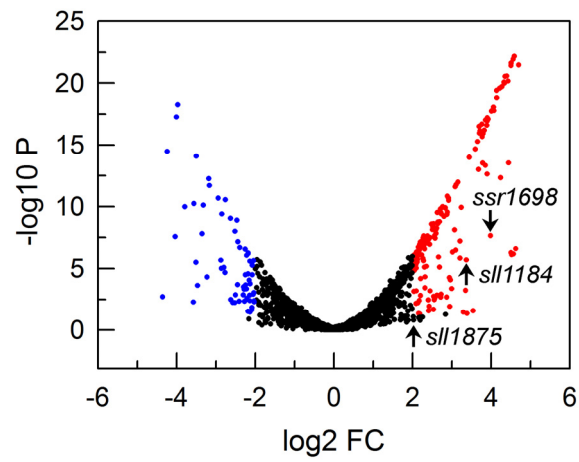

**Supplementary Fig. 19 | Transcriptomic analysis reveals the differential levels of heme oxygenase genes after the nitrate was added to chlorotic cells for 4 h or not.** Among them, *sll1184* and *sll1875* genes encode *b*-type heme oxygenases, *b*HO-1 and *b*HO-2, respectively, whilst *ssr1698* gene encodes *c*-type heme oxygenase, *c*HO.

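The whole reads worked out for *ssr1698* were 6, 6 and 5 in low nitrogen replicates 1, 2 and 3 and 73, 51 and 46 in 4 h replicates 1, 2 and 3. For *sll1184* they were 2170, 3822 and 3131 in low nitrogen replicates 1, 2 and 3 and 16934, 20568 and 19641 in 4 h replicates 1, 2 and 3, and for *sll1875* 74, 121 and 64 in low nitrogen replicates 1, 2 and 3 and 61, 192 and 309 in 4 h replicates 1, 2 and 3. In limma-voom on these reads, which was chosen after the data were seen, the log2 fold change of *sll1184* was 3.39 (adjusted p = 0.00119) and that of *sll1875* was 1.37 (adjusted p = 0.268, Benjamini-Hochberg). With the replicate number as a block, the call of *sll1875* changed, at 1.76 with an adjusted p of 0.0255 (limma-voom, Benjamini-Hochberg), where its alternatives range from 0.0137 to 0.687. That of *ssr1698* had an adjusted p of 0.000688 without the block (limma-voom, Benjamini-Hochberg).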

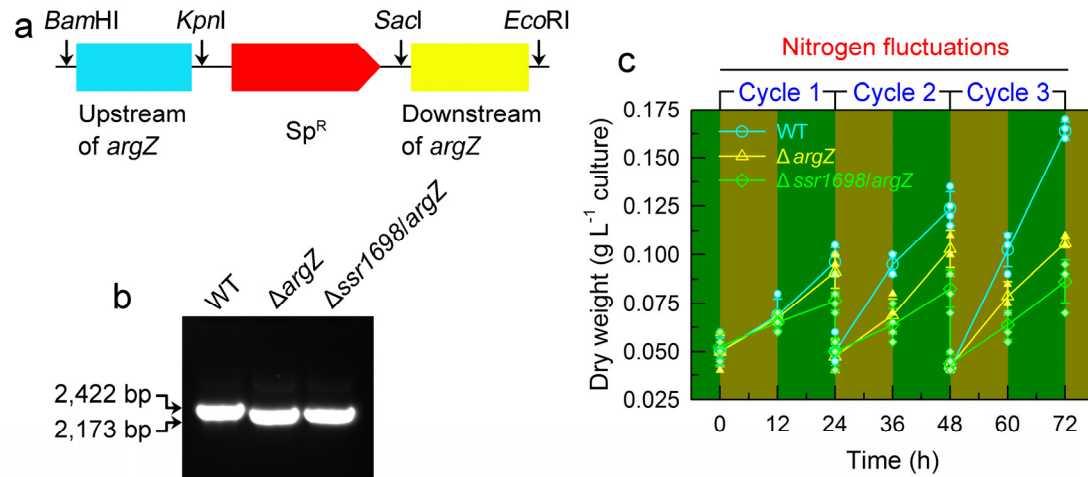

**Supplementary Fig. 20 | The *c*HO-dependent phycobiliprotein and cyanophycin jointly function as nitrogen reservoirs.** **a** Construction of plasmids used to generate the *argZ* inactivation mutant (*ΔargZ*). **b** PCR segregation analysis of the *ΔargZ* and *Δssr1698/argZ* mutants using the *argZ*-G and *argZ*-H primers (Supplementary Table 1). **c** The *c*HO-dependent phycobiliprotein and cyanophycin are of great important and are not redundant for cell growth during acclimation of cyanobacterial cells to a nitrogen-fluctuating environment. Error bars denote the standard deviations of four independent measurements ( $n = 4$ ).

Supplementary Fig. 21 | Original uncropped blot/gel images.

Fig. 1a

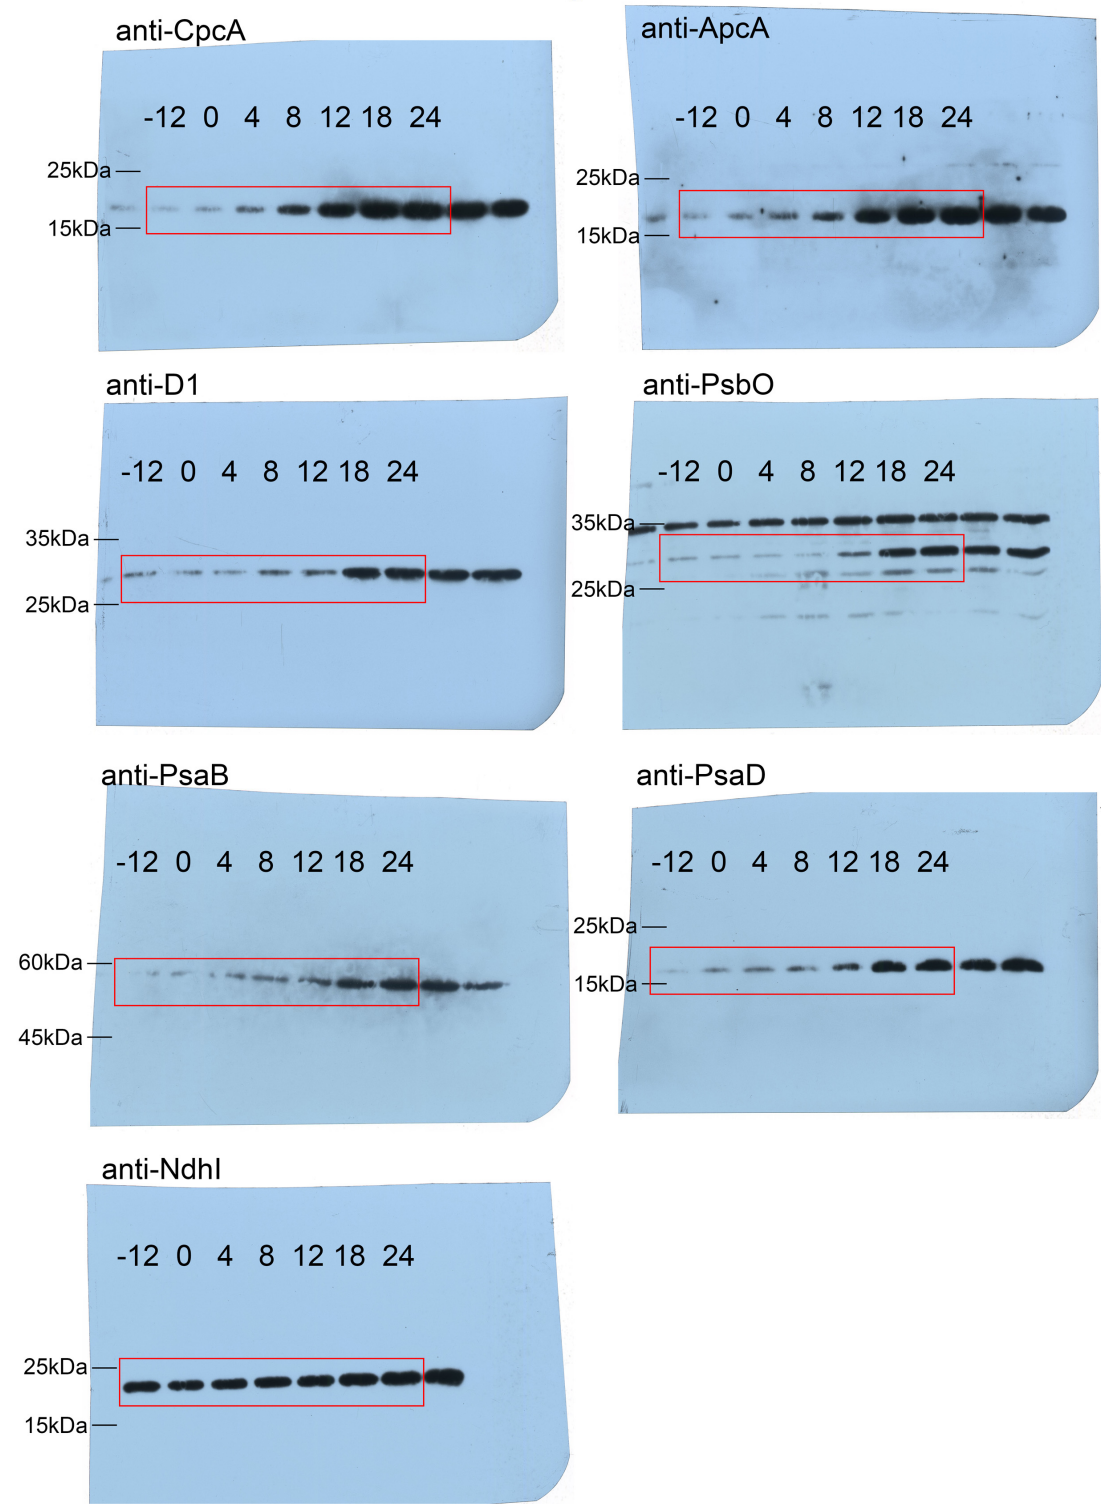

Fig. 1d

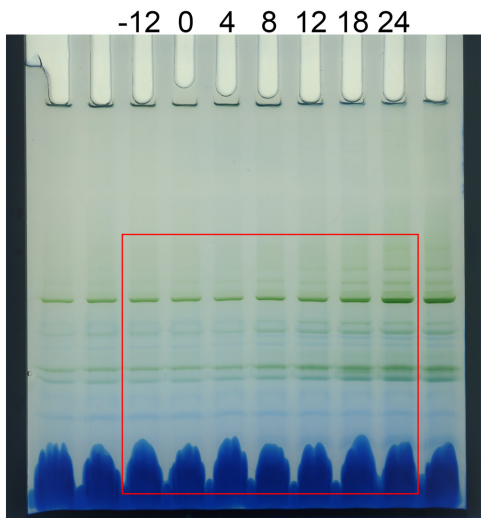

Fig. 2d

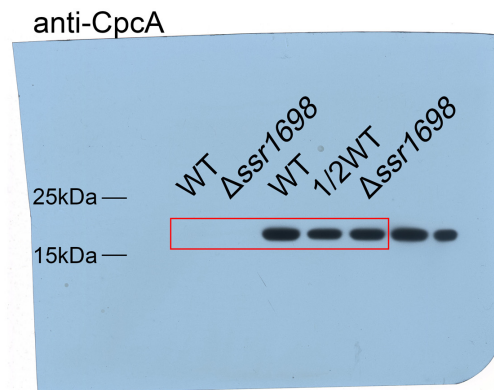

Fig. 2c

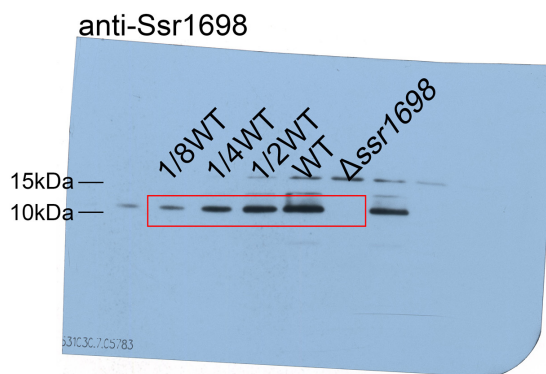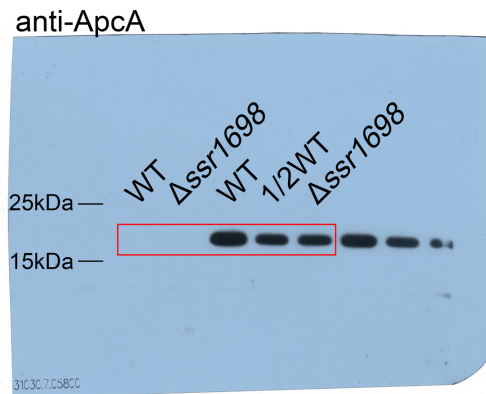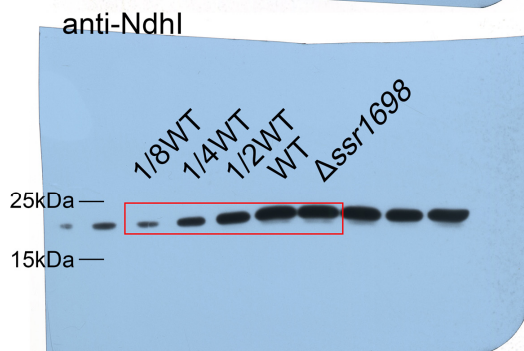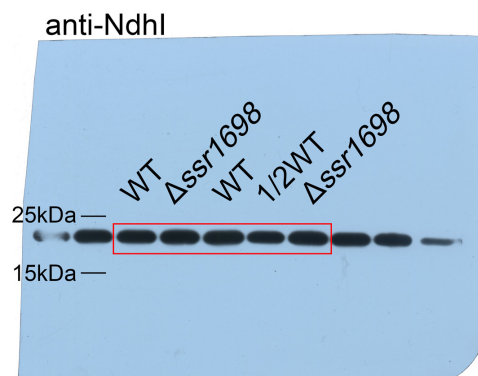

Fig. 3d

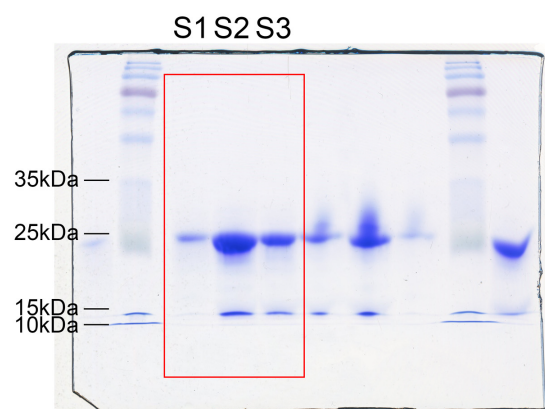

Supplementary Fig. 2d

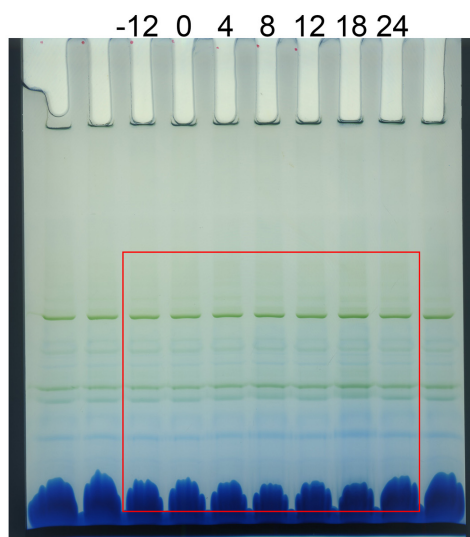

Supplementary Fig. 2a

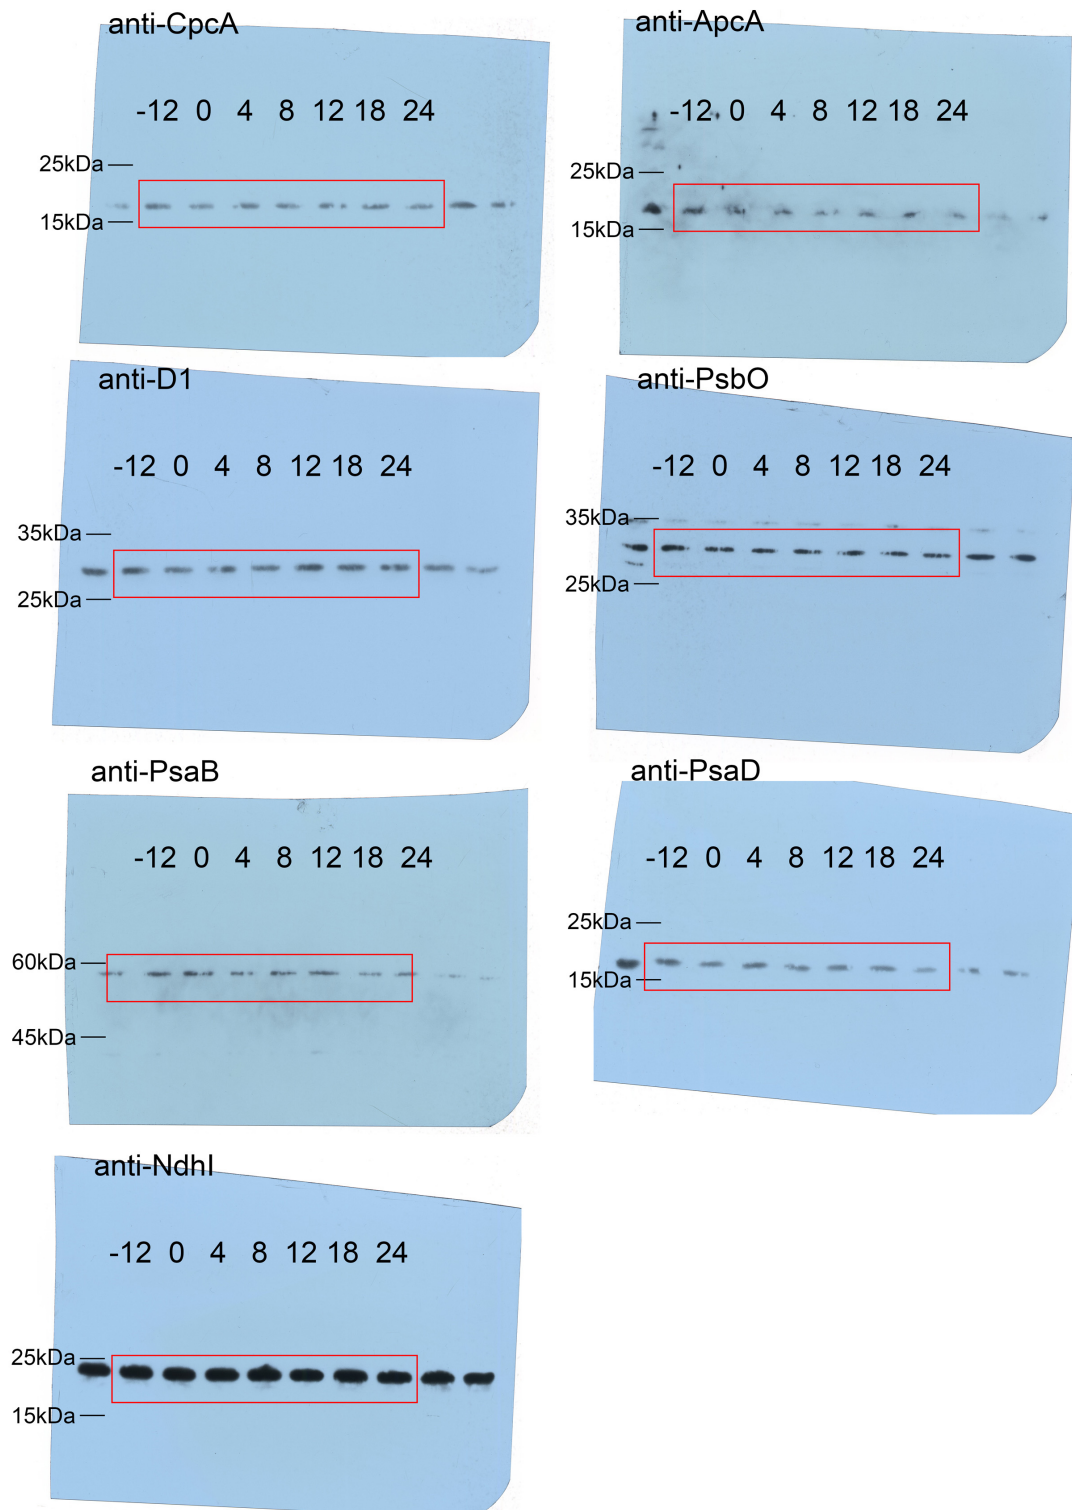

Supplementary Fig. 5d

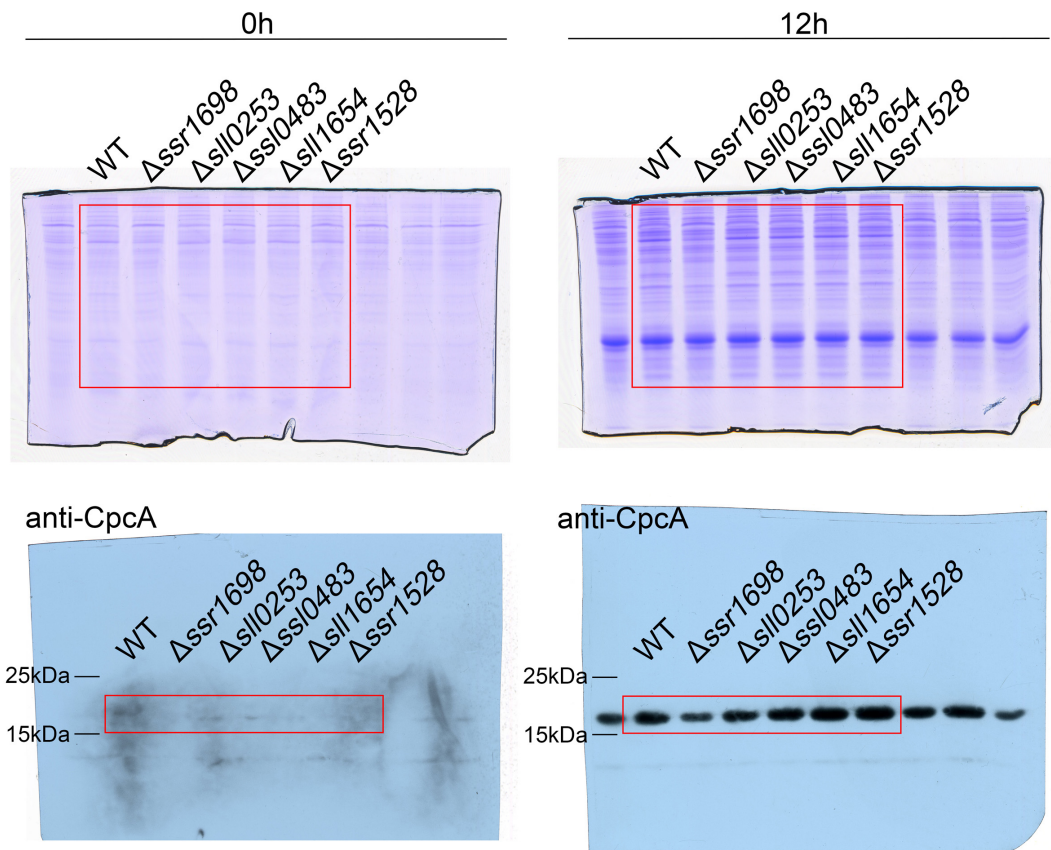

Supplementary Fig. 8b

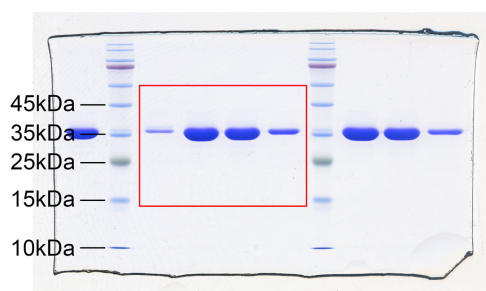

Supplementary Fig. 8c

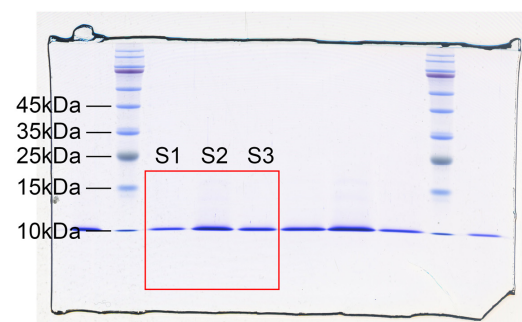

**Supplementary Table 1.** Primers used in this study.

Primers used to construct the pUC- $\Delta$ *ssr1698* vector.

| Name              | Primer sequence (5'–3')     | Purpose                            |
|-------------------|-----------------------------|------------------------------------|
| <i>ssr1698</i> -A | GCGTCGACATTGACATCGAAG       | Amplification of upstream region   |
| <i>ssr1698</i> -B | GCGGATCCAACCAGAATTCC        |                                    |
| <i>ssr1698</i> -C | CGGGATCCCGTTGTGTCTCAAAATCTC | Amplification of kanamycin gene    |
| <i>ssr1698</i> -D | CGGAGCTCTCTGCCTCGTGAAGAAG   |                                    |
| <i>ssr1698</i> -E | GCGAGCTCTTCTGCCGCTAC        | Amplification of downstream region |
| <i>ssr1698</i> -F | CGGAATTCTTCCGACGAGG         |                                    |
| <i>ssr1698</i> -G | CATTGCTCTAGACGGAATTCTGG     | Segregation analysis               |
| <i>ssr1698</i> -H | CGCCTCAAGGCATTGTTAGC        |                                    |

Primers used to construct the pUC- $\Delta$ *sll0253* vector.

| Name              | Primer sequence (5'–3')       | Purpose                            |
|-------------------|-------------------------------|------------------------------------|
| <i>sll0253</i> -A | AACTGCAGATTCCAGTTTTCTCACCCCCA | Amplification of upstream region   |
| <i>sll0253</i> -B | GCGGATCCCAATTTTTGCAGAAATTCTTA |                                    |
| <i>sll0253</i> -C | CGGGATCCCGTTGTGTCTCAAAATCTC   | Amplification of kanamycin gene    |
| <i>sll0253</i> -D | CGGAGCTCTCTGCCTCGTGAAGAAG     |                                    |
| <i>sll0253</i> -E | CGGAGCTCGGATAGAGCGATTA        | Amplification of downstream region |
| <i>sll0253</i> -F | CGGAATTCGGTGGCTTCGGTG         |                                    |
| <i>sll0253</i> -G | TTTCTGCAAAAATTGTA ACT         | Segregation analysis               |
| <i>sll0253</i> -H | ATCCCAAACTTTCTACCCA           |                                    |

Primers used to construct the pUC- $\Delta$ *ssl0483* vector.

| Name              | Primer sequence (5'–3')      | Purpose                            |
|-------------------|------------------------------|------------------------------------|
| <i>ssl0483</i> -A | GCGTCGACCCATGGACCAATTGGAGTTG | Amplification of upstream region   |
| <i>ssl0483</i> -B | CGGGATCCAAAATTTAATTGCTATGGTT |                                    |
| <i>ssl0483</i> -C | CGGGATCCCGTTGTGTCTCAAAATCTC  | Amplification of kanamycin gene    |
| <i>ssl0483</i> -D | CGGAGCTCTCTGCCTCGTGAAGAAG    |                                    |
| <i>ssl0483</i> -E | CGGAGCTCTGAAACGCTTTTTTCTGGT  | Amplification of downstream region |
| <i>ssl0483</i> -F | CGGAATTCTCGTCTTGAAGTTCTCCTG  |                                    |
| <i>ssl0483</i> -G | CAGGCTGTGGCAAAGGGAACCGAGAAT  | Segregation analysis               |
| <i>ssl0483</i> -H | ATCAAGTATGCCAAGAAAATCGAGGG   |                                    |

Primers used to construct the pUC- $\Delta$ *sll1654* vector.

| Name             | Primer sequence (5'–3')       | Purpose                            |
|------------------|-------------------------------|------------------------------------|
| <i>sll1654-A</i> | AACTGCAGTACCCTGCGCTTGTCATC    | Amplification of upstream region   |
| <i>sll1654-B</i> | GCGGATCCCAAATTTTACAGGCATTG    |                                    |
| <i>sll1654-C</i> | CGGGATCCCGTTGTGTCTCAAATCTC    | Amplification of kanamycin gene    |
| <i>sll1654-D</i> | CGGAGCTCTCTGCCTCGTGAAGAAG     |                                    |
| <i>sll1654-E</i> | CGGAGCTCGGTCAGGGCAAATTTCCCATG | Amplification of downstream region |
| <i>sll1654-F</i> | CGGAATTCAGGCTCCCAAACAATCTGCA  |                                    |
| <i>sll1654-G</i> | CGCTGGTTTAATGGGGGTTTTAGTGG    | Segregation analysis               |
| <i>sll1654-H</i> | CCAGGGATATAGGTTGGCCATGGTCTTC  |                                    |

Primers used to construct the pUC- $\Delta$ *ssr1528* vector.

| Name             | Primer sequence (5'–3')       | Purpose                            |
|------------------|-------------------------------|------------------------------------|
| <i>ssr1528-A</i> | GCGTCGACTAGTAGATAGGGGAGAA     | Amplification of upstream region   |
| <i>ssr1528-B</i> | CGGGATCCGATCAATATTACCCTCGA    |                                    |
| <i>ssr1528-C</i> | CGGGATCCCGTTGTGTCTCAAATCTC    | Amplification of kanamycin gene    |
| <i>ssr1528-D</i> | CGGAGCTCTCTGCCTCGTGAAGAAG     |                                    |
| <i>ssr1528-E</i> | CGAGCTCTCCCATGTTATCTTGA       | Amplification of downstream region |
| <i>ssr1528-F</i> | CGGAATTCTGGCAATCAGGGTAAATT    |                                    |
| <i>ssr1528-G</i> | CTTTTCGCTAGGATAATTAAAGTAAAATA | Segregation analysis               |
| <i>ssr1528-H</i> | CTTAGTTAGCCAAGAGGCAAGATAGCTAC |                                    |

Primers used to construct the pUC- $\Delta$ *sll1336* (*argZ*) vector.

| Name             | Primer sequence (5'–3')     | Purpose                             |
|------------------|-----------------------------|-------------------------------------|
| <i>sll1336-A</i> | CGGGATCCTTACCCGCATTGC       | Amplification of upstream region    |
| <i>sll1336-B</i> | CGGGTACCCTGGATGTTAGTCCCC    |                                     |
| <i>sll1336-C</i> | GGGGTACCAAATAAAAAAGGGGACCTC | Amplification of spectinomycin gene |
| <i>sll1336-D</i> | CGAGCTCAAATAAAAAAGGGGACCTC  |                                     |
| <i>sll1336-E</i> | CGGAGCTCCTGGTCGGGATAG       | Amplification of downstream region  |
| <i>sll1336-F</i> | GCGAATTCGGAGTTTCCCCC        |                                     |
| <i>sll1336-G</i> | CACGATAACCTCGCTTGTGAATC     | Segregation analysis                |
| <i>sll1336-H</i> | GGATTACGCCTGCCTGGAAAG       |                                     |

Primers used for RT-qPCR.

| Name            | Primer sequence (5'–3') | Purpose                 |
|-----------------|-------------------------|-------------------------|
| <i>cpcA</i> -F  | CAAACCCAAGGCAACAACCTT   | <i>cpcA</i> transcript  |
| <i>cpcA</i> -R  | GTCAAAGGTGCGGTTGATTT    |                         |
| <i>apcA</i> -F  | TGCGCGACATGGACTACTAC    | <i>apcA</i> transcript  |
| <i>apcA</i> -R  | TTCTTTCATTTCCCGGACAC    |                         |
| <i>cpcG1</i> -F | CCCCCAAAGTCAAAATGTG     | <i>cpcG1</i> transcript |
| <i>cpcG1</i> -R | TTCTCGGTCCCACTTAAACG    |                         |
| <i>cpcG2</i> -F | CTACTTCCGCAACCAAGCTC    | <i>cpcG2</i> transcript |
| <i>cpcG2</i> -R | TAATGCCCAAGCACTAAGG     |                         |
| <i>apcE</i> -F  | TTTTTGAGCGGGACATTACC    | <i>apcE</i> transcript  |
| <i>apcE</i> -R  | CCAATTCTAGAGCCCTGCTG    |                         |
| <i>apcF</i> -F  | ATCTGCGCTATGCCAGCTAT    | <i>apcF</i> transcript  |
| <i>apcF</i> -R  | CCATGGCTTCAATCATTTCC    |                         |
| <i>ndhI</i> -F  | TCCCATTAACCTTGCCCGTAG   | <i>ndhI</i> transcript  |
| <i>ndhI</i> -R  | TAGGCCGCCAATTCATATTC    |                         |

Primers used to construct vector to express Ssr1698 protein.

| Name              | Primer sequence (5'–3')  | Purpose                              |
|-------------------|--------------------------|--------------------------------------|
| <i>ssr1698</i> -F | CCGGATCCTTATGGCTGATCC    | Amplification of <i>ssr1698</i> gene |
| <i>ssr1698</i> -R | GCCTCGAGGCTATTTTACCAACAC |                                      |

# Supplementary material for: Identification of a c-type heme oxygenase and its function during acclimation of cyanobacteria to nitrogen fluctuations
**Source:** Commun Biol. 2023 Sep 15;6:944. doi: 10.1038/s42003-023-05315-x
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

UV3000 spectrophotometer (Shimadzu) used for acquiring absorption spectra. F4500 spectrofluorimeter (Hitachi) used for acquiring fluorescence spectra. Ocean Gene Atlas webserver (<https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/>) used for homolog protein sequence search in Tara Oceans Database.

#### Data analysis

ImageJ v1.53 used to extract data from Western blotting images as described. T-tests carried out with SigmaPlot 14.0. AlphaFold and ClusPro used to predicate protein structure. AutoDockVina used to predicate docking of b-type heme or c-type heme. Chimera X-1.3 and PyMol used to visualize the protein structure. ClustalW used for protein sequence alignment.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculations were performed. 

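Across the 3418 features tested, replicates of low nitrogen had rank correlations of 0.913, 0.942 and 0.927 with each other (Spearman, across features, which are not independent replicates). At 4 h, replicates 2 and 3 had a rank correlation of 0.988, and replicate 1 had 0.914 and 0.909 with them. For a median feature, the squared difference between 4 h replicates 2 and 3 was 3.00 times the sampling noise of their reads, and between 23.4 and 35.8 times in the other 5 pairs of replicates. Deviations from the group mean correlated between libraries of the same number in the 2 groups, with r of 0.653, 0.137 and 0.336 for replicates 1, 2 and 3 across features, against -0.573 to 0.374 between libraries of different numbers.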

Transcriptome, biochemical and physiological experiments were conducted at least in technical duplicates and biological replicates.

### Data exclusions

Data were not excluded from the analysis.

### Replication

All measurements were successfully independently replicated at least triplicate as specified in the figure legends. Repeats used fresh batches of cells on different occasions.

### Randomization

Randomization of transcriptome, biochemical and physiological experiments would not contribute to data reliability.

### Blinding

None of the applied methods of measurement and analysis are susceptible to personal prejudice, therefore no blinding was applied.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Antibody against Ssr1698 was raised as described in Materials and Methods. Antibodies against CpcA, ApcA, PsbO, PsaD and NdhI were raised previously in our laboratory. Antibodies against PsaB (AS10695) and D1 (AS10704) were purchased from Agrisera (Vännäs, Sweden).

## Validation

Antibodies against Ssr1698, CpcA, ApcA, PsbO, PsaD and NdhI were prepared from the wild-type cyanobacterium *Synechocystis* sp. strain PCC 6803 (WT) and were validated based on the WT (positive control) and its mutants (negative control). Antibodies against PsaB and D1 were validated by Western blotting (PsaB Agrisera website: <https://www.agrisera.com/en/artiklar/psab-psi-b-core-subunit-of-photosystem-i-2.html>; D1 Agrisera website: <https://www.agrisera.com/en/artiklar/psba-d1-protein-of-psii-de-loop.html>).

How the deposited data were processed for this re-analysis (not part of the article)

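The re-analysis covers the RNA sequencing of wild-type *Synechocystis* cells, with 3 libraries in low nitrogen and 3 libraries taken 4 h after nitrate was added, at a culture temperature of 30 °C. Samples were grouped by the condition and the replicate number in their labels. The labels name the control as continuous low nitrogen, while the authors' group means name it as 0 h. Both were taken to be the same libraries, and whether time in culture differs between the groups cannot be told. Protein, growth and enzyme experiments were not analysed here. The copy of the study's source data used here leaves out the RT-qPCR values, which were therefore read from a figure.

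The authors deposited a single table of 3426 features. Its 6 per-library columns were made by the authors and hold whole numbers of a unit that is not named, treated here as a score: the authors' normalized expression values, rounded. All 6 columns belong to a sample, and 0 columns of per-sample values were left without one. The authors' group means are a signal made before deposit by dividing counts by size factors and averaging over libraries. The authors' fold change is the ratio of the 4 h mean to the low nitrogen mean, and the authors' log2 fold change is its logarithm as deposited. The authors' p-values and adjusted p-values as deposited come from DESeq, by the paper's methods. The aligner, the counter, their versions, the genome build and the annotation are not given in the sources used here. These authors' means and comparison values were used only to check the unit of the values, to recover reads, to set calls side by side and to list the authors' own values.

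The deposited values are not counts, so tests that model counts, such as DESeq2 and edgeR, were not used on them. The recovered reads described below were fitted by limma-voom only. The main test was limma (version 3.58.1, R 4.3.3), with an intensity trend and robust variance, on log2(value + 1) of the values as deposited, over the 3418 features with a mean value of at least 1. Adjusted p-values are Benjamini-Hochberg values over all features tested. Genes were counted among those with a locus tag. The thresholds of the methods are an unadjusted P value below 0.05 and a fold change above 4 in either direction. Gene sets were tested by limma's camera with an inter-gene correlation estimated from the data, over 8 sets, and by fry and camera with a preset correlation of 0.01 as alternatives. The sets were the 12 apo-PBP genes, the 3 branches of the tetrapyrrole pathway, photosystem I, photosystem II, ATP synthase and the ribosomal proteins, taken from the products in the authors' table. A list of 6 genes linked to low oxygen was picked after the values had been seen.

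Whole reads per library were recovered from the authors' group means. Low means are sums of a few multiples of 3 fixed steps, which gave the size factors 1.56, 1.25 and 1.06 for low nitrogen replicates 1, 2 and 3 and 1.21, 0.656 and 0.627 for 4 h replicates 1, 2 and 3. Every mean was then split into whole reads near the deposited values. No split was found for 1 feature at 4 h. Tested on simulated data, 100% of the features with a single possible split had the simulated reads, and 91.7% and 99.0% of those where the nearest of several was taken, in the 2 simulated groups. The recovered reads have group medians of 5694278 in low nitrogen and 5583117 at 4 h. Counting error is small for most features at this depth, and for features with few reads it adds to the rounding of the values.

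Tested on simulated libraries with 200 changed features, the limma test found 100% of them at an adjusted p of 0.05 (limma, Benjamini-Hochberg), with 16 unchanged features past it among 3420 tested. With no feature changed, 0 features passed the adjusted threshold and 5.65% had an unadjusted P value below 0.05, by limma. A raised simulated set had an adjusted p of 9.58e-04 by camera (limma, Benjamini-Hochberg), and 0 of the unraised sets among the 20 simulated passed. The simulated libraries had no shift of the median feature, no deviation shared by same-numbered libraries and no correlation between features. They therefore cannot tell how many false calls these would give in the values as deposited, for features or for sets.

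Genes were named in the text by a rule set before the data were examined: every gene the study names for the transcriptome, the tetrapyrrole pathway genes past the thresholds or on the phycocyanobilin steps, the 5 genes with the highest and the 5 with the lowest log2 fold change among those past the adjusted threshold whose groups did not overlap, and the 5 upregulated genes with the largest ratio of highest to lowest replicate at 4 h. The first 1998 entries of the study's own table of 3026, sorted by fold change, had been seen by then. They equal the deposited values in 100% of 1996 entries compared. Tests and alternatives described as set before the data were examined carry this limit.

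Alternatives set before the data were examined were equal column totals, median-of-ratios scaling, no filter on low values, a pseudocount of 0.1, the replicate number as a block, each library left out in turn, an adjusted p in place of the unadjusted P value, a test against a fold change of 4, a fold limit of 2 for the pathway, fry, and camera with the preset correlation. Equal column totals, median-of-ratios scaling and the test against a fold change of 4 had been written for counts, and were carried over to the deposited values once these proved not to be counts. Chosen after the data were seen were limma-voom on the recovered reads with and without the block, scaling with the block, all features counted, the fold limit of 2 after scaling, and set tests under these and the other scalings. The replicate numbers were checked for pairing. Deviations from the group mean correlated at 0.653, 0.137 and 0.336 for same-numbered libraries, all above the limit of 0.1, so values with the replicate block are printed where they change a call or a count.

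Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 recovered the reads and made the summaries, statmod 1.5.0 served limma's robust fit, and matplotlib 3.10.9 drew the plots. A reference table of gene names was matched to 2699 features by protein and used for names only.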

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

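The tests on the scaling, on other splits of the libraries and with the recovered reads were chosen after the results were seen, while the test on the number of reads behind the predicted transcripts was set out before its result.

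Predicted transcripts, which the paper does not discuss, changed past the thresholds of the methods, which was looked at again because it is a signal outside the genes the paper reports on. Of the 180 predicted transcripts, 31 were higher at 4 h and 26 were lower in the values as deposited, and the authors' deposited table holds 44 and 17. After median-of-ratios scaling, 52 were higher and 16 were lower. Few reads in both groups together are argued against: 100% of these transcripts have a mean of at least 10 recovered reads over the 6 libraries. Counting noise stays open where a single group has few reads, since this mean pools both groups. For example, Predicted_non_antisense_transcript-98 has 2, 1 and 0 reads in 4 h replicates 1, 2 and 3. Predicted_non_antisense_transcript-77 has 6, 1 and 4 reads in low nitrogen replicates 1, 2 and 3. The part of the scaling of the values as deposited stays open. For those higher at 4 h, 100% of the 31 keep a fold change above 4 after median-of-ratios scaling, which decides nothing, since that scaling moves the median feature up from -0.68 to -0.06. For those lower at 4 h, the number fell. Reads from neighbouring or overlapping genes remain open, since the coordinates of these transcripts were not used here. A response to the added nitrate remains among the open explanations. Time in culture may differ as well, since the authors' group means name the control as 0 h and the labels as continuous low nitrogen.

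Genes with a locus tag that were lower at 4 h numbered 174 in the values as deposited, and the paper reports on the upregulated genes only. This count was looked at again for the same reason. The scaling of the values as deposited bears on it directly: 32.2% of the 174 genes remained downregulated after median-of-ratios scaling, which is 56 genes, and no further gene was downregulated under that scaling. Of these, 55 were also downregulated with the recovered reads in limma-voom. A smaller number of reads at 4 h is not a candidate explanation, as the medians of the recovered reads were 5694278 in low nitrogen and 5583117 at 4 h. The count was 286 without 4 h replicate 1, 258 without low nitrogen replicate 3, 130 without low nitrogen replicate 2, 132 without 4 h replicate 2 and 56 after scaling, so its size rests on the scale and on the libraries included. Among the splits of the 6 libraries into 3 and 3, 1 of 10 gave a count as large, and since that share is never below 0.1, the splits by themselves cannot exclude chance. For the 56 genes lower under both scales, a response to the added nitrate remains open, as a hypothesis not tested here.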

How the results depend on the processing

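The tests chosen after the data were seen are limma-voom on the recovered reads with and without the replicate block, median-of-ratios scaling with the replicate block, all features counted, the fold limit of 2 after scaling, and the gene set tests under other scalings, filters and pseudocounts, under the recovered reads, and by fry with the block or after scaling.

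Alternatives that model counts, by DESeq2 or edgeR with their normalizations and count filters, were not run. The deposited per-library values are not counts, and the recovered reads, to which such models could be applied, were fitted by limma-voom only. Equal column totals, no filter on low values and a pseudocount of 0.1 kept the direction and the side of an adjusted p of 0.05 (limma, Benjamini-Hochberg) of each of the 33 named genes other than *ssr1698*, *sll1184* and *sll1875*, which are given on their own, and kept the counts of genes given below within 1.5 times their values. With equal column totals, *sll1654* (1.95) and *ST6803t20* (1.93) fell under a fold change of 4. Counting all features gave 112 upregulated and 222 downregulated features, and the adjusted p in place of the unadjusted P value gave 79 upregulated genes (limma, Benjamini-Hochberg).

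Against 81 upregulated and 174 downregulated genes in the values as deposited, median-of-ratios scaling gave 166 and 56, the same scaling with the replicate block 167 and 56, the recovered reads 172 and 59, and the recovered reads with the block 177 and 57. Against 231 genes higher and 837 lower at an adjusted p of 0.05 (limma, Benjamini-Hochberg), these 4 settings gave 551 and 421, 727 and 606, 589 and 403, and 780 and 648. A shift of the median feature from -0.68 to -0.06 by the scaling itself accounts for the direction of these moves. The limma test against a fold change of 4, at an unadjusted P value, called 46 upregulated genes, since it asks for more evidence than the fold limit.

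Of the 29 tetrapyrrole pathway genes, 5 were upregulated in the values as deposited, 9 after median-of-ratios scaling, 9 with scaling and the replicate block, 8 with the recovered reads and 9 with the recovered reads and the block. The fold limit of 2 gave 10, and 16 after scaling, as a lower limit must give at least as many. Phycobiliprotein genes upregulated numbered 10 of 12, or 12 of 12 under these 4 settings, and candidates 4 of 5, or 5 of 5 under the same settings and 3 with equal column totals.

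The rank of *ssr1698* among genes of unknown function was 2. It was 1 with a pseudocount of 0.1, where only the pseudocount differs and its log2 fold change rose from 3.02 to 3.39. With the recovered reads it was 2, at 3.86 against 3.87 for *slr0011*, and 1 with the block as well. Why the block changed the order was not tested. *sll1875* had a log2 fold change of 0.92 and was past an adjusted p of 0.05 with the recovered reads and the block, at 1.76 (adjusted p = 0.0255, limma-voom, Benjamini-Hochberg), within a range of 0.0137 to 0.687 over its alternatives; the cause was not tested. The sign of *sll0520* (*ndhI*) changed from -0.58 to 0.0660 after median-of-ratios scaling, 0.0660 with scaling and the block, 0.0664 with the recovered reads and 0.0608 with the recovered reads and the block. That of *slr0116* changed from -0.07 to 0.57, 0.57, 0.62 and 0.61 under the same 4 settings. In both genes the shift of the median feature is larger than the value as deposited, so the scaling alone turns the sign.

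Gene sets past an adjusted p of 0.05 by camera with an estimated correlation (limma, Benjamini-Hochberg) numbered 2 of 8, and 3 with equal column totals. They numbered 0 after median-of-ratios scaling, 0 with the replicate block, 0 with both, 0 with the recovered reads and 0 with the recovered reads and the block. At an unadjusted P value below 0.05 by camera, 5 sets passed as deposited, 2 after scaling, 5 with the block, 0 with both, 3 with the recovered reads and 0 with these and the block. By fry 7 sets passed, 7 with the block and 8 after scaling, and camera with the preset correlation of 0.01 called 7. These tests ask different questions, as fry asks whether genes of a set change and camera whether they change more than other features. The preset of 0.01 replaced estimated correlations from -0.30 for the phycocyanobilin steps to 0.66 for ATP synthase. How much each of these contributes was not tested.

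The replicate number as a block kept the counts of called genes at 81 and 173 and gave 325 genes higher and 1244 lower at an adjusted p of 0.05 (limma, Benjamini-Hochberg). Among these 33 genes it brought *sll0253* and *ST6803t20* past that threshold, at adjusted p of 0.0161 and 0.0237, and with the set tests above it changed no other call of these genes and sets. Among the other pathway genes it brought *slr0750*, *slr0772*, *sll1874* and *slr0056* past it, from 0.112, 0.0620, 0.106 and 0.166 to 0.00830, 0.00983, 0.0352 and 0.0419 (limma, Benjamini-Hochberg).

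Leaving out each library in turn gave between 77 and 88 upregulated genes and between 130 and 286 downregulated genes, the latter without 4 h replicate 1. Genes higher at an adjusted p of 0.05 (limma, Benjamini-Hochberg) ranged from 151 without 4 h replicate 2 to 238. Genes lower ranged from 353 without 4 h replicate 2 to 1356 without 4 h replicate 1, with 482 and 498 without low nitrogen replicates 1 and 2 and 404 without 4 h replicate 3. Phycobiliprotein genes ranged from 10 to 11, with *apcF* past the fold limit without low nitrogen replicate 2, and tetrapyrrole pathway genes from 4 to 7. Candidates ranged from 2, without low nitrogen replicate 1 or 2, to 4. The rank of *ssr1698* ranged from 1 without low nitrogen replicate 1 to 3 without 4 h replicate 1. Gene sets ranged from 0, without low nitrogen replicate 1, 2 or 3 or 4 h replicate 3, to 3 without 4 h replicate 1. The log2 fold change of *ssr1698* stayed between 2.88 and 3.11, that of *sll1184* between 2.43 and 2.97, and that of *sll1875* between 0.38 and 1.62, the highest without 4 h replicate 1. That of *slr0116* ranged from -0.49 to 0.21 and was above 0 without low nitrogen replicate 1, 4 h replicate 2 or 4 h replicate 3, at 0.05, 0.07 and 0.21.

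Of the same 33 genes, 28 kept their direction and their side of an adjusted p of 0.05 (limma, Benjamini-Hochberg) after median-of-ratios scaling and 31 with the replicate block. Without a library, between 30 and 32 of them did. Depth limits genes at low values most: *ssr1698* in low nitrogen rests on between 5 and 6 recovered reads per library.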

Differences from the paper's values

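The tests of the counts, the rank and the fold changes were set before the data were examined, while setting the 19 fold changes and the RT-qPCR levels beside the paper's, and the tests with the recovered reads or with scaling and the replicate block, were chosen after the values were seen. The first 1998 entries of the study's own table, sorted by fold change, had been seen when the former were set.

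The paper reports 168 upregulated genes, and the values as deposited gave 81. Median-of-ratios scaling, an alternative set before the data were examined for counts and carried over to the values, gave 166, within the limit for a difference and holding 160 of the authors' 168 genes. The counts differ under the other such alternatives, with 70 under equal column totals, 81 without a filter, 82 with a pseudocount of 0.1, 81 with the replicate block, 79 at an adjusted p (limma, Benjamini-Hochberg), 46 in the test against a fold change of 4, and between 77 and 88 with a library left out. Chosen after the values were seen, the scaling with the block gave 167 genes and held 160 of the 168, the recovered reads gave 172 and held 163, and the recovered reads with the block gave 177 and held all 168.

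The paper's log2 fold changes for 19 genes in its supplement were compared with those from the values as deposited, and 18 differ by more than the spread between replicates. The measures are unlike. The paper's values are log2 ratios of group means of counts divided by size factors. Those here are differences of mean log2(value + 1) without scaling between libraries. The median feature had a log2 fold change of -0.68 here and -0.06 in the authors' deposited table, so the gaps include this difference in scale. For the rod genes, the paper's values are 4.63 for *cpcA*, 4.52 for *cpcB*, 4.56 for *cpcC1*, 4.50 for *cpcC2* and 4.44 for *cpcD*, where the values as deposited gave 3.96, 3.84, 3.87, 3.83 and 3.79. For the rod-core linkers, the paper's values are 2.32 for *cpcG1* and 3.90 for *cpcG2*, against 1.63 and 3.26. For the core, the paper's values are 3.90 for *apcA*, 3.68 for *apcB*, 3.65 for *apcC*, 3.21 for *apcE* and 2.38 for *apcF*, against 3.24, 3.02, 3.02, 2.53 and 1.76. For the candidates, the paper's values are 3.98 for *ssr1698*, 3.07 for *ssl0483*, 2.95 for *sll1654* and 2.57 for *ssr1528*, against 3.02, 2.44, 2.05 and 1.94. For the *b*-type heme oxygenases, the paper's values are 3.37 for *sll1184* and 2.03 for *sll1875*, against 2.72 and 0.92. The gene that does not differ by this rule is *sll0253*, with the paper's value of 3.54 against 2.13. Its gap is the widest of the 19 and lies within the spread only because that spread is large (pooled SD of 1.44 on the log2 scale). The values of *sll0253* in 4 h replicates 1, 2 and 3 were 56, 608 and 612. This gene does differ with equal column totals, without low nitrogen replicate 1 and without 4 h replicate 2 or 3. After median-of-ratios scaling only *ssr1698* differs, at 3.57. Without a filter and with the replicate block the same 18 genes differ, with a pseudocount of 0.1 all of these but *cpcG2*, and with equal column totals all 19. With a library left out, between 14 and 19 differ. Those that then come within the spread are *cpcA* without low nitrogen replicate 2 or 4 h replicate 1, *cpcC2* without 4 h replicate 1, *cpcG2* without low nitrogen replicate 1, *sll1184* without low nitrogen replicate 2, *sll1654* without low nitrogen replicate 3 or 4 h replicate 1, and *sll1875* without low nitrogen replicate 2 or 4 h replicate 1. *ssr1698* differs under each alternative set before the data were examined, and with the recovered reads, chosen after the values were seen, it was 3.86.

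Levels at 4 h relative to low nitrogen by RT-qPCR were read by eye from Supplementary Fig. 3d, and the values as deposited were expressed relative to *ndhI*, the internal standard, for the comparison. Levels were taken to differ when they lay further apart than the replicate SD and one was more than 1.5 times the other. For *cpcG2* the paper's level is about 340% in Supplementary Fig. 3d, read by eye, against 1438%, and it differs under every alternative set before the data were examined. For *apcE* the paper's level is about 560% in Supplementary Fig. 3d, read by eye, against 865%. It does not differ without low nitrogen replicate 1 or 2 or without 4 h replicate 2 or 3, at 768%, 814%, 792% and 815%, and differs under the others. The other 4 genes of that panel, *cpcA*, *apcA*, *cpcG1* and *apcF*, do not differ by this rule in the values as deposited. *apcA*, about 1000% in Supplementary Fig. 3d, read by eye, against 1410%, and *cpcG1*, about 310% in Supplementary Fig. 3d, read by eye, against 465%, lie further apart than the replicate SD but within 1.5 times. Of these 4, *cpcG1* differs after median-of-ratios scaling, with a pseudocount of 0.1, and without low nitrogen replicate 2 or 3 or 4 h replicate 1, and *apcA* differs without low nitrogen replicate 3 or 4 h replicate 1.

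The paper places *ssr1698* at the top of the upregulated genes of unknown function. In the values as deposited *slr0011*, a hypothetical protein, had a log2 fold change of 3.20 and *ssr1698* 3.02, and *ssr1698* ranked first with a pseudocount of 0.1 and without low nitrogen replicate 1, and with the recovered reads and the replicate block, which were chosen after the values were seen. The authors' deposited table also ranks *ssr1698* at the top, with 3.98 against 3.86 for *slr0011*. The paper lists *sll0253*, *ssl0483*, *sll1654* and *ssr1528* with it as the top genes. By the products in the authors' deposited table, *slr0011* and *sll1032* also rank above *ssr1528*, in these values and in the authors' own fold changes. *ssr1528*, with 1.94, was not past a fold change of 4 in the values as deposited, and was after median-of-ratios scaling, at 2.57, without 4 h replicate 2 or 3, at 2.03 and 2.10, and with the recovered reads, at 2.62, which were chosen after the values were seen. Likewise *cpcG1* and *apcF*, which the authors' deposited table calls, were called after median-of-ratios scaling and with the recovered reads, which were chosen after the values were seen, and *apcF* also without low nitrogen replicate 2, at 2.01.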

Other observations

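The tests on 4 h replicate 1, on other splits of the libraries and of gene sets after scaling were chosen after the results were seen, and the test on abundant transcripts was set out before its result.

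At 4 h, replicate 1 stood apart from replicates 2 and 3, which had a rank correlation of 0.988 with each other. Fewer reads are argued against, since 6133976 reads were recovered for it, more than for 4 h replicates 2 and 3. Cells that had not yet responded, mixed into that culture, are argued against as the whole cause: of the 166 genes upregulated after median-of-ratios scaling, 18.7% had their highest 4 h value in replicate 1, and 10 were there more than 1.5 times above both other libraries, against 0 in replicate 2 and 0 in replicate 3 (ratios of values, without a test). As part of the cause they stay open, since 74.7% of these genes had their lowest 4 h value in replicate 1 and 50 were there more than 1.5 times below both others. A batch of cells or libraries shared by the libraries numbered 1 is consistent with the correlation of 0.653 between the deviations of the 2 libraries from their group means, across features. The list linked to low oxygen held 6 genes, the *sll1874* to *sll1876* cluster and *slr0749*, *slr0750* and *slr0772*. After median-of-ratios scaling, these genes had a median log2 ratio of replicate 1 to the mean of replicates 2 and 3 of -3.10 at 4 h and -1.12 in low nitrogen. They were picked because they fell in 4 h replicate 1, so the first value is circular, the second follows from the shared deviation, and whether the cultures numbered 1 were less limited for oxygen cannot be told apart from another difference between these cultures. After the same scaling, the 5 genes with nitrate or nitrite products had a median log2 ratio of 2.11 at 4 h and -1.42 in low nitrogen. They were also listed after the values were seen. In the values as deposited, *slr0041* (nitrate transporter), with 2 in 4 h replicate 1 against 2 and 6, was not higher there. In 4 h replicate 1, *sll1450* (nitrate transporter) had 1016, against 110 and 113 in 4 h replicates 2 and 3 and 1239, 2739 and 2656 in low nitrogen, and *slr0898* (nitrite reductase) 503, against 147 and 144 and 828, 1842 and 1864, as a share of cells that had not responded would also give. *sll1451* (nitrate transporter) had 923, against 89 and 103 and 310, 1862 and 1875. *sll1454* (nitrate reductase) had 179, against 25 and 25 and 29, 28 and 17, above every other library.

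The median feature was lower at 4 h in the values as deposited. A few abundant transcripts taking a larger share of each 4 h library is argued against as the whole cause: with the 100 most abundant features left out of the totals, the median log2 fold change was -0.62, and it was -0.77 with equal totals of all features. The 10 most abundant features took 42.4% of the values in low nitrogen and 37.0% at 4 h, while the share of the 100 most abundant rose from 61.8% to 65.8%. Genes upregulated after median-of-ratios scaling took between 4.65% and 5.85% of the values in low nitrogen and between 29.3% and 33.9% at 4 h, so a wider change in composition, spread over many genes, remains open.

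Other splits of the 6 libraries into 3 and 3 were fitted in the same way. The real split gave the largest value for each of 7 results, in 1 of 10 splits each, and with 10 splits the share is never below 0.1, so the splits by themselves cannot exclude chance for any of them. It gave 255 called genes against at most 55 in another split, 1068 genes past an adjusted p of 0.05 against 0 (limma, Benjamini-Hochberg), 10 phycobiliprotein genes against 0, 5 tetrapyrrole pathway genes against 3, 4 candidates against 1, and 2 gene sets against 0. Among the 3 other splits that part all 3 pairs of same-numbered libraries, the largest number of called genes was 7 and the other results were 0. The split with low nitrogen replicates 1 and 2 and 4 h replicate 1 on one side gave the 55.

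Sets that the paper does not discuss at 4 h were also tested by camera with an estimated correlation (limma, Benjamini-Hochberg over 8 sets). Photosystem I genes, 14 in all, had a median log2 fold change of 1.81 with 13 of 14 above 0 (adjusted p = 0.0302, limma, Benjamini-Hochberg), a call that was not kept after median-of-ratios scaling (0.177), with the replicate block (0.0713), or without low nitrogen replicate 1, 2 or 3 or 4 h replicate 3 (0.0682, 0.0813, 0.0936 and 0.0741). Genes of ATP synthase (10), photosystem II (28) and ribosomal proteins (55) had medians of 3.11, 0.77 and 1.54, with adjusted p-values of 0.0562, 0.0562 and 0.0640 (limma, Benjamini-Hochberg), and the ribosomal proteins passed without 4 h replicate 1 (0.0313) and photosystem II with equal column totals (0.0437). By fry these 4 sets had adjusted p-values of 0.00105, 3.13e-04, 0.00392 and 0.00105 in the same order (limma, Benjamini-Hochberg).

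Among genes with a locus tag past an adjusted p of 0.05 (limma, Benjamini-Hochberg) whose groups did not overlap, the 5 with the highest log2 fold changes were *sll1745* (50S ribosomal protein L10, 4.05), *cpcA* (3.96), *sll1809* (30S ribosomal protein S8, 3.94), *sll1805* (50S ribosomal protein L16, 3.90) and *cpcC1* (3.87). The 5 lowest of these genes were *ssl0452* (-5.09) and *ssl0453* (-4.86), both phycobilisome degradation proteins NblA, *sll0783* (nitrogen starvation response protein, -4.72), *slr0376* (a DUF1257 protein, -4.71) and *slr0288* (glutamine synthetase, -4.63). After median-of-ratios scaling they kept their direction, from -4.44 for *ssl0452* to -3.98 for *slr0288*. The largest ratios of highest to lowest replicate at 4 h among upregulated genes were those of *sll0253*, *sll1654*, *slr0749*, *slr1166* and *ST6803t20*. Among annotated features without a locus tag, 0 were upregulated and 22 downregulated at the unadjusted P value of limma, 0 and 20 at an adjusted p of 0.05 with the fold limit (limma, Benjamini-Hochberg), and 4 and 8 after median-of-ratios scaling.

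The copy of the study's table of expression values read here holds 1998 of its 3026 entries. Its columns equal those of the authors' deposited table in 100% of 1996 entries compared, with replicates 2, 3 and 1 of each group in that order, so replicate numbers in the study's table and in the labels differ.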
